# Single-cell RNA sequencing reveals midbrain dopamine neuron diversity emerging during mouse brain development

**DOI:** 10.1038/s41467-019-08453-1

**Published:** 2019-02-04

**Authors:** Katarína Tiklová, Åsa K. Björklund, Laura Lahti, Alessandro Fiorenzano, Sara Nolbrant, Linda Gillberg, Nikolaos Volakakis, Chika Yokota, Markus M. Hilscher, Thomas Hauling, Fredrik Holmström, Eliza Joodmardi, Mats Nilsson, Malin Parmar, Thomas Perlmann

## Abstract

Midbrain dopamine (mDA) neurons constitute a heterogenous group of cells that have been intensely studied, not least because their degeneration causes major symptoms in Parkinson’s disease. Understanding the diversity of mDA neurons – previously well characterized anatomically – requires a systematic molecular classification at the genome-wide gene expression level. Here, we use single cell RNA sequencing of isolated mouse neurons expressing the transcription factor *Pitx3*, a marker for mDA neurons. Analyses include cells isolated during development up until adulthood and the results are validated by histological characterization of newly identified markers. This identifies seven neuron subgroups divided in two major branches of developing *Pitx3*-expressing neurons. Five of them express dopaminergic markers, while two express glutamatergic and GABAergic markers, respectively. Analysis also indicate evolutionary conservation of diversity in humans. This comprehensive molecular characterization will provide a valuable resource for elucidating mDA neuron subgroup development and function in the mammalian brain.

## Abstract (web summary)

Midbrain dopamine (mDA) neurons are significantly associated with Parkinson’s disease and yet there is no systematic molecular classification of these heterogenous group of cells. Here authors use single cell RNA sequencing of isolated mouse neurons expressing the transcription factor Pitx3 (broad mDA neuronal marker) to identify and characterize seven neuron subgroups divided in two major branches of developing Pitx3-expressing neurons.

## Introduction

Dopamine (DA) is an essential neurotransmitter in the brain, controlling motor behaviors, cognition, memory, and reward. The major group of neurons releasing DA is situated in the ventral midbrain and projects to more rostral regions in the brain. These neurons referred to as midbrain DA (mDA) neurons, degenerate in patients with Parkinson’s disease, and abnormal DA neurotransmission has also been associated with disorders including schizophrenia and addiction. As a consequence, how these neurons develop during embryogenesis, and how they function in the adult brain has been intensely studied. However, since mDA neurons are heterogenous with diverse marker gene expression, innervation targets, and functions, it has not been possible to disentangle this neuron group into clearly defined mDA neuron subtypes. A major challenge is also to identify subclasses of mDA neurons in culture, where information of anatomical location and projection areas are lost.

All mDA neuron subtypes are generated from a common population of proliferating mDA neural progenitor cells localized in the ventral midline of the developing midbrain. After cell cycle exit they initiate expression of neuronal, as well as mDA neuron-specific, genes such as the transcription factor *Pitx3*, migrate to their final destinations within the midbrain, and extend axons toward their projection areas^1,2^. Investigation into mDA neuron development has been a useful model for studies on mechanisms underlying neuron-specific development, but has also been highly motivated by the interest in developing a stem cell replacement therapy for Parkinson’s disease (PD) which depends on the generation of mDA neurons in tissue culture from pluripotent stem cells, followed by transplantation to the brain of PD patients^3^.

As developing mDA neurons differentiate they diversify into several mDA neuron subtypes with distinct innervation targets and functions^4^. The subdivision into A8-A10 catecholamine nuclei in the midbrain—substantia nigra pars compacta (SNc), ventral tegmental area (VTA) and retrorubral field (RRF)—was initially based on anatomical parameters^4^. However, further analysis of innervation targets, expression of specific genes, and neurophysiology have elucidated additional diversity^5^. Accordingly, both SNc and VTA can be further divided in subdomains with distinct functions and innervation targets. Neurons in the SNc innervate mainly the dorsolateral striatum through the nigrostriatal pathway and control essential motor functions that become severely affected in PD^4^. The neurons of the VTA, which are less vulnerable in PD, project to nucleus accumbens and prefrontal cortex through the mesolimbic pathway and control motivation, cognition, and long-term memory. However, the full extent of mDA neuron diversity remains to be elucidated, and functional properties of distinct mDA neuron subgroups are far from being understood. Furthermore, it still remains unknown when and how this diversity is generated during development, and it is so far not possible to control this subtype diversity during stem cell differentiation.

Recently developed methods focusing on mRNA sequencing (RNAseq) from single cells (scRNAseq) have revolutionized the possibilities for defining distinct cellular states and diversity at the genome-wide gene expression level. Previously, we and others have used scRNAseq to study early mDA neuron development in mouse from E10.5 to E13.5^6,7^. These studies elucidated the transition from proliferating mDA neuron progenitors into early postmitotic mDA neurogenesis. However, at these early developmental time-points mDA neuron differentiation into subgroups has yet not been fully established. Another gene profiling study used qPCR to analyze 96 isolated *Slc6a3* (*dopamine transporter, Dat*)-expressing early postnatal mDA neurons^8^. In addition, a scRNAseq study of developing and adult mouse ventral midbrain cells, also including mDA neurons, analyzed genome-wide gene expression in individual cells^7^. However, both studies sampled a relatively low number of differentiated mDA neurons and in the qPCR study only 96 genes were analyzed.

Here we follow later maturation and continuous generation of gene expression diversity in mDA neurons at high resolution by scRNAseq. We sample postmitotic mDA precursor cells and differentiated neurons from the mouse ventral midbrain from several embryonic stages during mDA neuron maturation, as well as from perinatal and adult mice. This results in a comprehensive transcriptomic map describing continuous mDA neuron maturation into a number of mDA neuron subgroups residing in anatomically defined positions within the adult ventral midbrain.

## Results

### scRNAseq establishes a trajectory for mDA neuron maturation

Previous studies have shown that the transcription factor *Pitx3* is expressed in all adult mDA neurons^9^. In our studies we took advantage of *Pitx3*^*eGFP*^ mice, a mouse strain harboring the *eGFP* coding sequence targeted to the *Pitx3* gene locus^10^. We initially analyzed TH and GFP expression pattern in the ventral midbrain of *Pitx3*^*eGFP/wt*^ heterozygous mice (Fig. 1a). Consistent with previous studies^10,11^, immunohistochemistry using antibodies against GFP and TH showed that GFP was expressed in virtually all TH-positive mDA neurons throughout the adult mouse ventral midbrain region (Fig. 1a). In addition, cells that were negative for TH but positive for GFP were also identified in the medial VTA. Thus, in addition to mDA neurons, *Pitx3* also appeared to be expressed in cells containing low levels or no TH. An antibody specific to PITX3 was used in immunohistochemistry and confirmed that the PITX3 protein expression closely matched GFP expression in heterozygous *Pitx3*^*eGFP/wt*^ mice, and also confirmed expression in TH-negative cells in the medial VTA (Supplementary Fig. 1a). These cells were also negative for *Slc6a3* expression, as determined by analysis of lineage marked cells using a mouse line expressing Cre under the control of *Slc6a3* regulatory sequences (*Dat*^*Cre*^; Supplementary Fig. 1b). Thus, the analysis confirmed the localization of PITX3 protein in TH-positive cells, but also identified a population of TH-negative cells positive for PITX3.

**Fig. 1:**
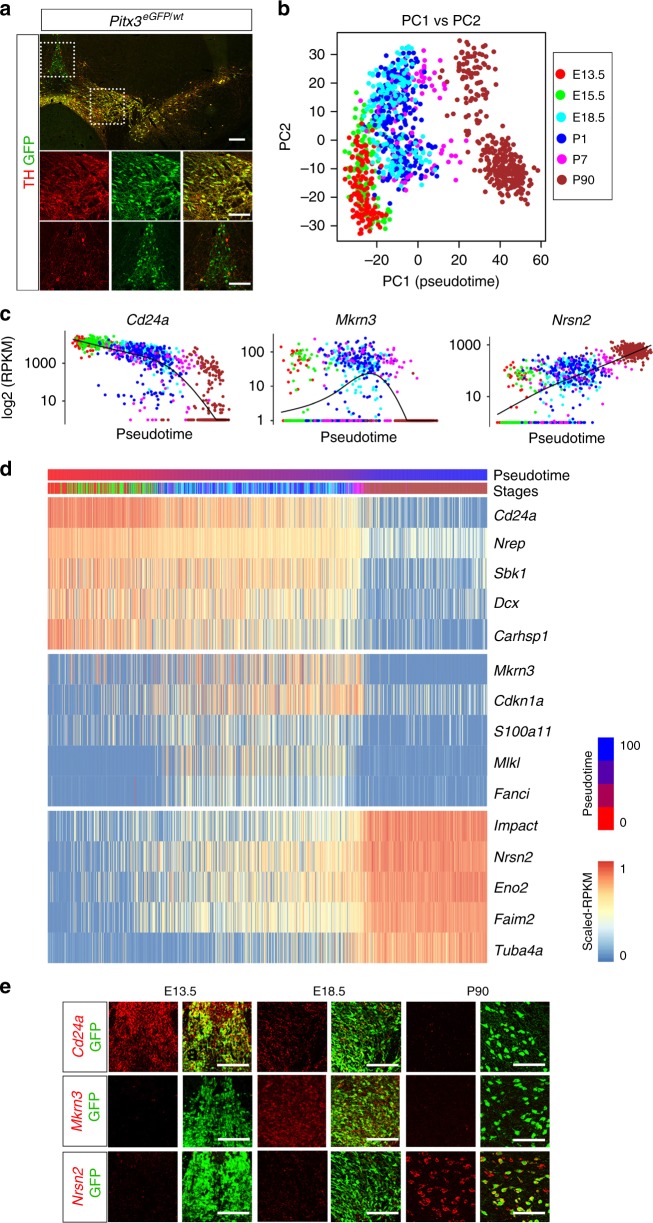
Heterogeneity and temporal expression profiles of *Pitx3* cells. **a** Immunostaining analysis of GFP and TH in a frozen section of *Pitx3*^*eGFP/wt*^ adult mouse brain. Boxed areas show the localization of the close-ups in the images below. **b** Principal Component (PC) Analysis of the single cells (*n* = 1106). Cells are color-coded by developmental stage. PC1 was defined as the pseudotime axis in remaining analysis with a scale from 0–100. **c** The expression pattern of selected marker genes along the pseudotime. **d** Heatmap visualizing expression of genes related to the maturation of dopaminergic neurons along the pseudotime. **e** Fluorescent ISH of the genes from  **c** at different developmental stages. PITX3 expression was detected by GFP staining of the *Pitx3*^*eGFP/wt*^ mouse. Scale bars are 100 μm

Fluorescence activated cell sorting (FACS) was used to isolate GFP-positive cells from dissected ventral midbrain of *Pitx3*^*eGFP/wt*^ embryos and mice from different stages of development up until adulthood (Supplementary Fig. 1c, d). Libraries for scRNAseq were generated using the Smart-seq2 protocol^12^. Following quality control (Supplementary Fig. 2), a total of 1106 cells from embryonic days (E) 13.5, 15.5, 18.5, and postnatal days (P) 1, 7, and 90 were retained in analyses (Supplementary Fig. 1g). 

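The deposited data hold reads and RPKM values for 39468 gene entries in each of 1699 sorted cells. Pitx3eGFP/wt mice carry eGFP at 1 Pitx3 allele, so that sorted cells are those with GFP fluorescence. The authors aligned the reads to mm10 with the eGFP and spike-in sequences, kept uniquely mapping reads and calculated RPKM per gene. No spike-in entry is among the gene entries. Starting from these values, cells with more than 100000 reads were kept when at least 15% of the 31526 genes with a read in any cell were detected, or 3.4% at P90. The authors' limits on alignment quality were not used here. Cells in clusters in which at least 3 oligodendrocyte markers had an RPKM over 10 in most cells were left out. This kept 98.6% of the Pitx3eGFP/wt cells at E13.5, with 888998 to 5876415 reads on genes per cell and a median of 2354720, and 99.3% at E15.5, with 265568 to 4749011 reads and a median of 2082325. At E18.5 it kept 97.4%, with 240674 to 4893625 reads and a median of 1140978. At P1, 268 cells (83.5%) were kept, with 144240 to 6017812 reads and a median of 1593656. At P7, 92 cells (48.7%) were kept, with 172958 to 3657031 reads and a median of 2215968, and at P90 97.6%, with 100007 to 8634201 reads and a median of 1764068. The oligodendrocyte-like cells left out numbered 47 at P1, 87 at P7 and 1 at each embryonic stage. In total 1151 Pitx3eGFP/wt cells were kept. No animal is named for any cell, so each stage and genotype was counted as 1 sample. No test was made, and the 95% confidence intervals (exact Clopper-Pearson for shares, Newcombe for differences between shares) cover counting error only. The dissociation method changes between E18.5 and P1 and between P7 and P90, and plates follow stage, so across these steps they cannot be told apart from age.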

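For the first principal component, log2 RPKM with a pseudocount of 1 was used for 453 variable genes, the number given in the methods. The paper's results state a larger number for this component. Spike-in values were not used here, so genes were ranked by their squared coefficient of variation above the trend with mean RPKM in the E18.5, P1 and P90 cells to which spike-in RNA had been added. The component carried 12.6% of the variance and was oriented so that P90 cells had a positive mean. All cells from E13.5 and E15.5 lay below 0, with lower limits of 97.4% for both shares. Below 0 were also 93.6% of E18.5 cells (95% interval 89.1 to 96.6), 89.2% of P1 cells (84.8 to 92.6) and 62.0% of P7 cells (51.2 to 71.9). No P90 cell did, which allows a share of up to 0.923%. The median position rose from -14.4 at E13.5 and -15.6 at E15.5 to -6.72 at E18.5, -5.47 at P1, -1.79 at P7 and 22.3 at P90. Taking the variable genes from P90 cells alone moved the P1 share to 82.5%.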

A principal component analysis (PCA) considering a gene set of the 710 most variably expressed genes clearly separated cells according to developmental age, with young cells occupying the negative range of principal component 1 (PC1) while the most mature cells (P90) occupied the positive range (Fig. 1b).

We employed *Monocle*^13^ to further explore temporal changes in gene expression during postmitotic maturation of mDA neurons. Unsupervised clustering by *Monocle* combined with Samseq^14^ identified co-varying genes expressed with distinct temporal profiles over pseudotime across all analyzed cells (Supplementary Fig. 3b, c, Supplementary Data 1). Examples of genes expressed with unique temporal expression profiles at either early, late, or intermediate maturation stages of postmitotic development are shown in Fig. 1c, d. 

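Cd24a (ENSMUSG00000047139, chromosome 10 of GRCm38, 43578284 to 43584265) had an RPKM over 10 in 100% of E13.5 cells and in 22.5% of P90 cells (18.0 to 27.4), a difference of 77.5 percentage points (71.998 to 81.7). Its mean RPKM fell from 1242 to 24.3. Nrep (ENSMUSG00000042834, chromosome 18, 33437019 to 33464029) was over 10 in every E13.5 cell and in 70.2% of P90 cells (64.9 to 75.1), and its mean went from 1955 to 56.98. Nrsn2 (ENSMUSG00000059361, chromosome 2, 152368755 to 152376638) rose from 18.7% of cells (12.6 to 26.2) to 100% (98.9 to 100), a difference of 81.3 points (73.9 to 86.9). Sncb (ENSMUSG00000034891, chromosome 13, 54758860 to 54766595) rose from 12.2% (7.29 to 18.9) to 99.7% (98.3 to 100). Mkrn3 (ENSMUSG00000070527, chromosome 7, 62417593 to 62420139) was over 10 in 17.3% of cells at E13.5, 50.3% at E18.5 (42.9 to 57.6), 54.5% at P1, 58.7% at P7 (47.9 to 68.9) and 0.308% at P90. Its mean RPKM was 29.4 at E18.5, 40.9 at P1 and 42.8 at P7. After each cell was thinned to 100000 reads the Mkrn3 shares were 49.7%, 52.6% and 59.8% at these stages. The threshold moved these values most, and at an RPKM over 50 the fall in Nrep was 60.3 points.

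**Figure D1:**
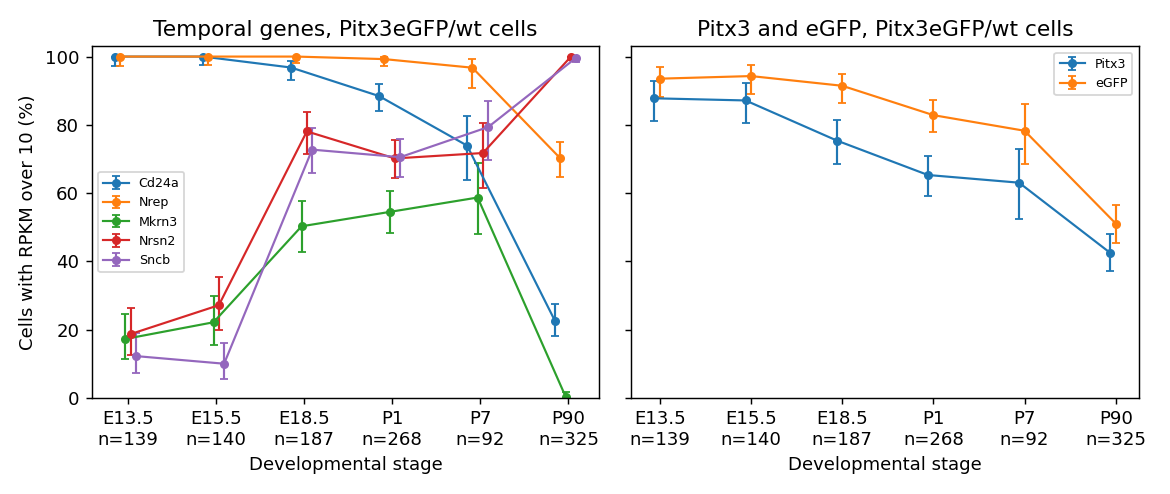
Share of Pitx3eGFP/wt cells with an RPKM over 10 (%) at each developmental stage, for the temporal genes on the left and for Pitx3 and eGFP on the right. Points are shares over the n cells given under each stage, bars are 95% Clopper-Pearson intervals, and at P90 Cd24a ends at 22.5% and Nrep at 70.2%.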

We used fluorescent in situ hybridization to validate temporal expression patterns of mRNAs encoding these three genes (*Cd24a*, *Mkrn3*, *Nrsn2*). As shown in Fig. 1e, *Monocle* correctly predicted the expression of these genes as their temporal expression patterns analyzed by in situ hybridization peaked at early (*Cd24a*; E13.5), intermediate (*Mkrn3*; E18.5), and late (*Nrsn2*; P90) developmental time points, respectively. *Nrep* and *Sncb* are two additional examples of genes whose temporal expression patterns at early and late stages were validated by in situ hybridization (Supplementary Fig. 3d). Gene ontology terms defined for genes expressed either at early, intermediate or late stages indicated how functional groups of genes are temporally distributed (Supplementary Fig. 3e, f). Thus, the single cell data set provides a resource for mining genes with distinct temporal expression profiles, including genes expressed in postmitotic mDA neurons.

### mDA neuron diversity emerges during postmitotic development

To identify subclasses of neurons among isolated GFP-positive cells we employed t-distributed neighbor embedding (t-SNE) and graph-based clustering (see Methods, Supplementary Fig. 4a). As illustrated in the resulting cellular network map (Fig. 2a), which organized cells according to transcriptional similarity, a temporal axis was clearly present as illustrated by plotting the expression of early (*Cd24a*), intermediate (*Mkrn3)* and late (*Nrsn2*) gene expression. Distribution of *Pitx3* and *eGFP* were additional examples of genes showing higher expression in early cells and weaker expression in late cells (Supplementary Fig. 4b). 

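Pitx3 (ENSMUSG00000025229, chromosome 19, 46135685 to 46148326) had an RPKM over 10 in 87.8% of E13.5 cells (81.1 to 92.7) and 87.1% of E15.5 cells. The share was 75.4% at E18.5, 65.3% at P1, 63.04% at P7 and 42.5% at P90 (37.0 to 48.0), which is 45.3 points below E13.5 (36.9 to 52.2). Its mean RPKM was 418.7 at E13.5 and 17.9 at P90. The eGFP reporter, which has no place in the genome annotation, was over 10 in 93.5% of E13.5 cells, 94.3% of E15.5 cells, 91.4% of E18.5 cells, 82.8% of P1 cells, 78.3% of P7 cells and 51.1% of P90 cells (45.5 to 56.6). Its mean RPKM went from 325.3 to 16.3. With each cell thinned to an equal number of reads, the Pitx3 share at P90 was 36.3% and that of eGFP was 40.0%.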

Interestingly, two major branches of developing *Pitx3*-expressing cells became evident with low levels of *Dat* to the left side and high levels of *Dat* to the right side of the cellular network (Fig. 2b). These two major branches are referred to as either *Dat*^*low*^ or *Dat*^*high*^. 

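The network was rebuilt from 4 t-SNE maps with 5 neighbours per cell and gave 52 infomap clusters of the Pitx3eGFP/wt cells. A cluster was named from a gene with an RPKM over 150 in most of its cells (Slc6a3, Nxph4, Gad2, Aldh1a1 or Vip), from at least 3 detected markers taken from Fig. 3b, and from its 10 leading genes. By these rules 29 clusters with 711 cells had a name and 23 with 440 cells had none. Unnamed were 86.3% of the cells at E13.5, 75.7% at E15.5, 27.8% at E18.5, 37.7% at P1, 53.3% at P7 and 3.69% at P90. Dat-high-like clusters held 53.7% of the named cells, divided into T-like (19.97%), AT-like (16.3%), VT-like (70 cells, 9.85%) and cells without a subtype (54 cells, 7.59%). Not counted are 2 unnamed clusters of 55 and 16 cells, with Slc6a3 over 150 in 80% and 68.8% and Aldh1a1 in 94.5% and 100% of cells, because oligodendrocyte-lineage genes led them. With leading genes ranked by log2 difference, chosen after the data had been seen, both were AT-like and the AT-like share was 23.91% of the 782 cells then named. Dat-low-like clusters held 329 cells, of which 87 were G-like and the others N-like. From E13.5 and E15.5, 52 cells were in Dat-high-like and 1 in Dat-low-like clusters. Further early clusters stayed unnamed with fewer than 3 markers although a naming gene was over 150 in most of their cells, Nxph4 in 74.2%, 90% and 57.1% and Gad2 in 57.1%, so the early branch counts depend on the marker rule. Slc6a3 is among the naming genes, so its level in the clusters is no separate result. In 4 Dat-high-like clusters named from Aldh1a1 or Vip it was over 150 in a minority of cells (0%, 23.4%, 28.1% and 40%).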

Consistent with histological data showing the existence of PITX3-positive cells that were negative for TH, the network plot indicated the existence of maturing cells that expressed either high or low levels *Th*. Cells that expressed low levels of *Th* were mainly included in the *Dat*^*low*^ branch of developing *Pitx3*-expressing neurons. 

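Th (ENSMUSG00000000214, chromosome 7, 142892752 to 142931128) was kept out of the rules that named the clusters. It had an RPKM over 150 in 97.1% of the Dat-high-like cells (94.9 to 98.6) and in 31.0% of the Dat-low-like cells (26.0 to 36.3), a difference of 66.1 points (60.5 to 71.04). Over E18.5, P1 and P7 the shares were 96.8% and 18.4%, and at P90 they were 98.8% and 36.5%. On each of the 7 plates named for E18.5, P1 and P90 the share was higher in the Dat-high-like cells, by 51.7 to 87.5 points. Mean RPKM over all stages was 3007 in Dat-high-like and 237.5 in Dat-low-like cells. An RPKM over 50 in place of 150 reduced the difference to 53.4 points.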

Of note, all cells, including the late P90 cells, expressed *eGFP* at the time of sampling as determined by FACS and reflecting the stability of the GFP protein even when mRNA levels were low (Supplementary Fig. 4b). Although all cells analyzed expressed some levels of *Pitx3* at early developmental stages it is notable that high expression of *Th* clearly correlated with high expression of *Pitx3* (Fig. 2b).

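At E13.5, Pitx3 had an RPKM over 10 in 91.1% of cells with Th over 150 and in 81.6% of the other cells, a difference of 9.48 points with an interval from -1.90 to 23.2. Most cells pass that threshold at E13.5. With Pitx3 over 150 the shares were 77.8% and 69.4% (difference 8.39, -6.30 to 24.1), so a difference of over 20 points is not excluded. At P1 these shares were 81.1% and 35.5% over 10, a difference of 45.7 points (33.7 to 55.98), and 32.6% and 13.98% over 150. These comparisons were chosen after the values had been seen.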

**Fig. 2:**
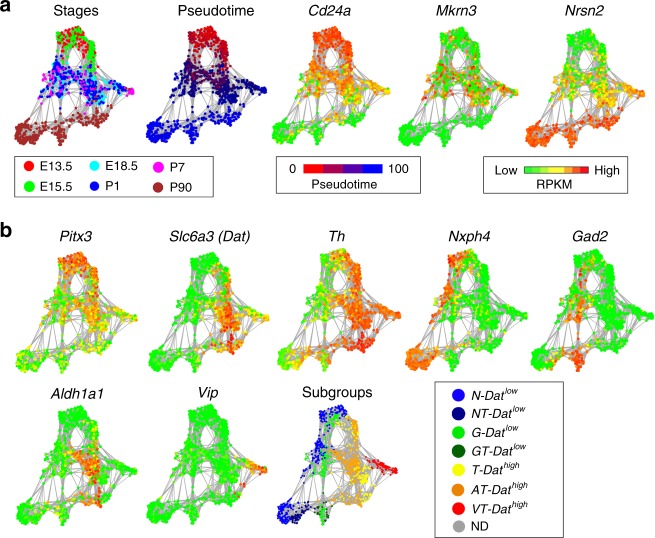
Diversity of *Pitx3*-expressing midbrain neurons. **a** Network plot shows a distribution of single cells. The colors indicate the developmental stage of each cell. The expression of *CD24a*, *Mkrn3,* and *Nrsn2* visualized on the network. The colors indicate the RPKM values. **b** The network plot separates the cells into 7 subgroups: *N-Dat*^*low*^ in blue, *NT-Dat*^*low*^ in dark blue, *G-Dat*^*low*^ in green, *GT-Dat*^*low*^ in dark green, *T-Dat*^*high*^ in yellow, *AT-Dat*^*high*^ in orange, *VT-Dat*^*high*^ in red and non-defined (ND) cells are in gray. The expression of *Pitx3* and the genes which were used to classify the subgroups (*Slc6a3 (Dat), Th (T), Nxph4 (N), Gad2 (G), Aldh1a1 (A), Vip (V)*) are shown

The network map indicated diversity among the analyzed cells and suggested that the analysis may uncover the existence of mDA neuron subtypes. Accordingly, when considering the P90 cells it was evident that the left-hand *Dat*^*low*^ cells and the right-hand *Dat*^*high*^ cells were subdivided in several subclusters (Fig. 2b). As described, variation along PC1 segregated cells according to temporal maturation (Fig. 1b), but when considering *Nxph4, Gad2, Dat, Aldh1a1*, and *Vip*, genes that contributed most significantly to the variation seen in PC2, PC3, and PC4 (Supplementary Fig. 4c), subgroup trajectories were clearly visualized in the network (Fig. 2b). Thus, *Dat*^*low*^ cells could be subdivided into two major developmental trajectories expressing *Nxph4* and *Gad2*, respectively. Moderate or low levels of *Th* expression was seen in roughly half of the P90 *Nxph4* and *Gad2* clusters (Fig. 2b). 

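Of the P90 cells in N-like clusters, 55 had a Th RPKM over 150, or 32.2% (25.2 to 39.7). Of the 59 P90 cells in G-like clusters it was 29, or 49.2% (35.9 to 62.5). The paper gives no number for moderate or low expression. With an RPKM over 10 the shares were 53.8% for N-like and 69.5% for G-like cells, and with an RPKM over 50 they were 46.2% and 57.6%. Th was over 150 in most cells of 2 of the 6 N-like clusters made of P90 cells and of 2 of the 3 G-like ones. These 2 N-like clusters held 70 cells with a mean Th RPKM of 465.1, and the other 4 had a mean of 43.1. The 2 G-like clusters held 28 cells with a mean of 1135, and the remaining G-like cluster held 31 cells with a mean of 84.8. When the same clusters were named again from cells thinned to 100000 reads, the G-like share over 150 was 31.7%.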

The *Dat*^*low*^ subtypes were thus referred to as *N-Dat*^*low*^ (for *Nxph4*), *NT-Dat*^*low*^ (for *Nxph4/Th*), *G-Dat*^*low*^ (for *Gad2*) and *GT-Dat*^*low*^ (for *Gad2/Th*), respectively.

*Dat*^*high*^ cells segregated further into two trajectories that are either positive or negative for *Aldh1a1* expression, and one trajectory expressing high levels of *Vip*. The *Dat*^*high*^ subtypes were thus referred to as *T-Dat*^*high*^ (for *Th*), *AT-Dat*^*high*^ (for *Aldh1a1/Th*) and *VT-Dat*^*high*^ (for *Vip/Th*). Based on the expression of distinguishing markers, clusters defined by infomap community detection were considered as different subgroups in maturing cells in the network as indicated in Fig. 3a. As noted above, of the seven identified subgroups, five expressed either moderate or high levels of *Th*. Expression of markers enriched for the different subgroups are indicated in Fig. 3b along with a number of typical mDA neuron markers (Supplementary Data 2). Both *Dat*^*high*^ and *Dat*^*low*^ sublineages express common developmental transcription factors including *Lmx1a*, *Lmx1b*, *Foxa2,* and *Nr4a2* (Fig. 3b). Moreover, lineage tracing with *Lmx1a*^*CreERT2*^ reporter, activated by tamoxifen at E9, demonstrated that both of these cell types originated from *Lmx1a*-expressing neural progenitor cells, thus reflecting a close developmental relationship between all neuronal subgroups described here (Supplementary Fig. 6b). 

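Nr4a2 (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003) had an RPKM over 10 in 96.9% of Dat-high-like (94.6 to 98.4) and 97.6% of Dat-low-like cells (95.3 to 98.9). For Foxa2 (ENSMUSG00000037025, chromosome 2, 148042877 to 148046969) the shares were 72.5% (67.7 to 76.9) and 77.2% (72.3 to 81.6), and for Lmx1a (ENSMUSG00000026686, chromosome 1, 167689237 to 167848741) they were 62.6% (57.5 to 67.4) and 75.99% (70.998 to 80.5). Within P90 the Lmx1a shares were 26.5% (17.4 to 37.3) and 70.9% (64.5 to 76.7), and within P1 65.5% and 88.9%. Lmx1b (ENSMUSG00000038765, chromosome 2, 33560965 to 33640511) was over 10 in 43.98% of Dat-high-like (38.9 to 49.1) and 20.1% of Dat-low-like cells (15.9 to 24.8). The stages make up the branches in unlike parts, and within P90 the Lmx1b shares were 15.7% (8.61 to 25.3) and 14.8% (10.5 to 20.0), within P1 46.9% (37.5 to 56.5) and 27.8% (16.5 to 41.6) and within E18.5 46.6% and 40.6%. In the 160 oligodendrocyte-like cells left out, these genes were over 10 in 13.8%, 9.38%, 5.63% and 0.625% of cells in the same order. At an RPKM over 50 the Lmx1b shares were 9.42% and 2.43%.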

An online application for the analysis of any selected gene in the network is available via the following link (Shiny 2D application: http://perlmannlab.org/resources/).

**Fig. 3:**
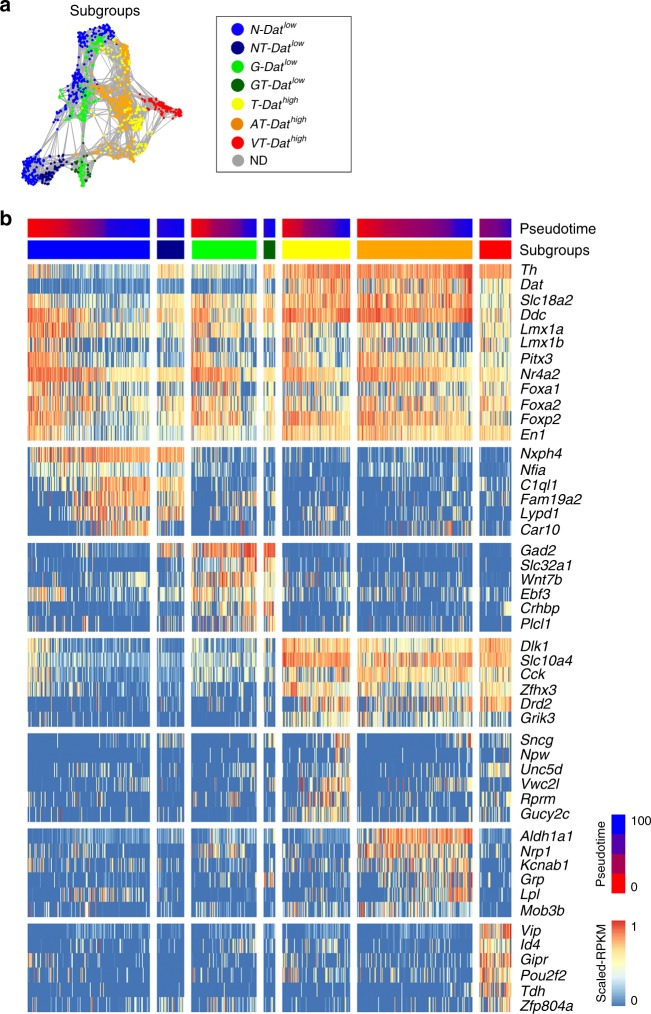
Markers enriched in the *Pitx3*-expressing subgroups. **a** The *Pitx3* subgroups visualized on the network (identical to the subgroup schematic represented in Fig. 2b). **b** Heatmap visualizing expression of dopamine-related and subgroup-specific selected genes. The cells of each subgroup are ordered from E13.5 to P90, following the pseudotime

### Localization of Pitx3-expressing subgroups

We next determined the localization of the identified *Pitx3*-expressing subtypes within the adult ventral midbrain. Fluorescent in situ hybridization combined with immunohistochemistry was used to localize distinguishing markers in ventral midbrain tissue sections at different rostro-caudal positions (Fig. 4a). The localization of the different groups is color-coded in the schematic illustrations (Fig. 4g). Immunohistochemistry showed that the *AT-Dat*^*high*^ cells (co-expressing ALDH1A1 and TH; Fig. 4b) were localized mainly in the SNc, with some cells found also in the paranigral and paraintrafascicular nuclei of VTA^5^. Based on their location and molecular profile, we concluded that *AT-Dat*^*high*^ cells correspond to mDA neurons innervating the dorso-lateral striatum, which have previously been shown to be vulnerable after exposure to toxins such as 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine^15^. In humans the corresponding mDA neurons are the most vulnerable, degenerating at early stages of PD. Additional markers for the *AT-Dat*^*high*^ cells were validated in Supplementary Fig. 5a. For example, *Sncg* is a prominent marker co-expressed with ALDH1A1 in *AT-Dat*^*high*^ cells but is also found in *T-Dat*^*high*^ group (Supplementary Fig. 5b). *T-Dat*^*high*^ cells (positive for *Dat* and TH, but with no ALDH1A1; Fig. 4c) comprised the main mDA subtype in the parabrachial pigmented nucleus of the VTA but were also detected in the medial VTA. Cells in the lateral parabrachial pigmented nucleus have been shown to project to the lateral shell of nucleus accumbens, whereas medially located neurons innervate nucleus accumbens core and medial shell, basolateral amygdala and prefrontal cortex^16^. Neurons of the *VT-Dat*^*high*^ group (co-expressing *Vip* and TH) were mainly situated within the periaqueductal gray, a dorsal extension of the A10 group (Supplementary Fig. 5c). This subgroup may correspond to mDA neurons previously implied to participate in the regulation of arousal and wakefulness^17^. In addition, scattered *VT-Dat*^*high*^ cells were also found within the parabrachial pigmented nucleus (Fig. 4d). In these cells VIP is thought to have a neuroprotective effect against MPTP-induced lesioning^18^.

**Fig. 4:**
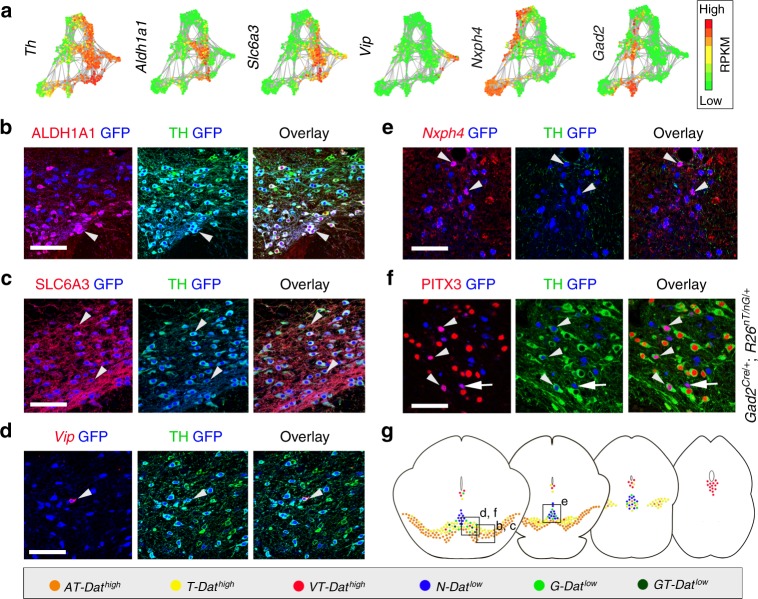
Localization of *Pitx3*-expressing subgroups in the ventral midbrain. **a** Network plots of the *Th* and subgroup markers, with green indicating low and red high expression levels. **b**–**f** Immunostaining (**b**, **c**, **f**) or combined ISH with immunostaining (**d**, **e**) of *Pitx3*-expressing neurons in paraffin sections of P90 *Pitx3*^*eGFP/wt*^ (**b**–**e**) or *Gad2*^*Cre/+*^*; R26*^*nT-nG/+*^ midbrain (**f**). Close-up images are taken from the regions indicated in **g**. Arrowheads indicate examples of co-expressing cells. Arrow (**f**) points to a *Th*^*low*^ cell and arrowheads to the *Th*^*high*^ cells. Scale bars are 100 μm. **g** Schematic representation of color-coded *Pitx3* subgroups in the adult mouse midbrain, from rostral to caudal

*Dat*^*low*^ subtypes (*N-Dat*^*low*^, *NT-Dat*^*low*^, *G-Dat*^*low*^, and *GT-Dat*^*low*^) were analyzed by the detection of the sub-type distinguishing markers *Nxph4* and *Gad2*, respectively. *Nxph4* mRNA was detected by fluorescent in situ hybridization (Fig. 4e) while *Gad2* expression was detected by GFP immunoreactivity after crossing *Gad2*^*Cre/wt*^ mice with *R26*^*nTnG/wt*^ reporter mice (Fig. 4f). Although *Nxph4* expression was relatively widespread within the ventral midbrain, cells co-expressing *Nxph4* and GFP in *Pitx3*^*eGFP/wt*^ mice were confined to the medially located rostral and caudal linear nuclei of VTA (Fig. 4e). Thus, these locations apparently harbored TH-negative *N-Dat*^*low*^ subgroup cells. In these analyses, we were unable to localize *Nxph4*/TH co-expressing cells although scRNAseq indicated the existence of *Nxph4*-expressing cells with moderate expression of *Th* (see Discussion). However, these cells were identified in the in situ sequencing experiment (Supplementary Fig 7b, c). 

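Slc17a6 (ENSMUSG00000030500, chromosome 7, 51622006 to 51671119), which encodes a vesicular glutamate transporter and was not among the naming genes or markers, had an RPKM over 10 in 99.6% of the N-like cells (97.7 to 100). In the 469 other named cells the share was 57.1% (52.5 to 61.7), which leaves a difference of 42.4 points (37.7 to 46.98). Mean RPKM was 293.9 and 50.7. With Leiden clusters the difference was 33.9 points.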

Co-expression of *Nxph4* and *Slc17a6* (*Vglut2*) both by scRNAseq and by in situ hybridization, and the lack of molecular machinery for the generation of DA, indicated that the *N-Dat*^*low*^ cells could be glutamatergic (Supplementary Fig. 6a). They likely correspond to previously described VTA glutamate neurons projecting to various brain regions, such as nucleus accumbens, ventral pallidum, amygdala, lateral habenula, and medial prefrontal cortex^16^. Indeed, when we injected fluorescent retrogradely labeling beads into the medial prefrontal cortex and nucleus accumbens, we could see few GFP positive, but TH negative, cells labeled in the VTA (Supplementary Figure 8a and see below).

In contrast to the *N-Dat*^*low*^ subgroup, *G-Dat*^*low*^*/GT-Dat*^*low*^ cells (co-expressing PITX3 and *Gad2* (GFP)) were distributed more broadly in different subnuclei of VTA (Fig. 4f and Supplementary Fig. 6c). These neurons co-expressed *Slc32a1 (Vgat)*, detected both by scRNAseq and in situ hybridization (Fig. 3b; Supplementary Fig. 6c), which indicated that they might use *gamma*-Aminobutyric acid (GABA) as neurotransmitter. 

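Slc32a1 (ENSMUSG00000037771, chromosome 2, 158610767 to 158615748) was over an RPKM of 10 in 62.1% of the 87 G-like cells (51.03 to 72.3) and in 1.28% of the 624 other named cells (0.555 to 2.51), a difference of 60.8 points (50.2 to 70.3). Its mean RPKM in G-like cells was 23.0, and at a threshold of 50 the difference was 9.20 points. Slc17a6 was over 10 in 93.1% of the same G-like cells (85.6 to 97.4), with a mean RPKM of 129.3.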

Notably, *GT-Dat*^*low*^ cells (expressing detectable levels of TH) were found only within the parabrachial pigmented nucleus, whereas *G-Dat*^*low*^ cells (with no detectable TH) were located, in addition to most subnuclei of the VTA, also more dorsally in periaqueductal gray (Supplementary Fig. 6c). The transcription factor encoding gene *Ebf3* is one of the distinguishing markers for the *G-Dat*^*low*^ subgroup, in particular at late stages (Supplementary Fig. 10a). 

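Ebf3 (ENSMUSG00000010476, chromosome 7, 137193673 to 137314445) was not used to name clusters. Its RPKM was over 10 in 80.5% of G-like cells (70.6 to 88.2), against 21.5% of N-like cells (16.5 to 27.2) and 19.6% of all named cells outside the G-like clusters (16.5 to 22.9). Among P90 cells the G-like share was 81.4%.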

The *G-Dat*^*low*^ cells in periaqueductal gray lacked EBF3, unlike *G-Dat*^*low*^ cells in other nuclei. The localization of *GT-Dat*^*low*^ cells, and the fact that they co-expressed *Gad2*, *Slc32a1*, and lower levels of *Drd2*, *Dat* and *Slc18a2*, suggests that they might be identical to previously described GABA-co-releasing mDA neurons projecting to lateral habenula^19^.

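In the 28 P90 cells of the G-like clusters with high Th, Slc32a1 had an RPKM over 10 in 53.6% of cells (33.9 to 72.5). Drd2 (ENSMUSG00000032259, chromosome 9, 49340627 to 49408177) was over 10 in 25.0% of them (10.7 to 44.9) and Slc6a3 in 39.3% (21.5 to 59.4). In P90 Dat-high-like cells the shares were 78.3% for Drd2 and 95.2% for Slc6a3. Slc6a3 is a naming gene and Drd2 a marker of the T-like clusters, so these higher shares follow in part from the naming. Slc18a2 (ENSMUSG00000025094, chromosome 19, 59260896 to 59296012) was over 10 in all 28 cells, with a mean RPKM of 163.2, and in 97.6% of the P90 Dat-high-like cells. Nearly all cells of both groups pass this threshold, so the Slc18a2 shares cannot show whether its level was lower. Splitting the G-like clusters by Th was decided after the values had been seen.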

In order to quantify the proportions of cells belonging to each of the seven sublineages, we analyzed *Pitx3*^*eGFP*^ heterozygous mouse brain sections using an in situ RNA sequencing method^20^. As a result, we were able to map the location of all seven sublineages simultaneously, through the midbrain, at a single-cell resolution (Supplementary Figure 7a–c). Results showed close resemblance to those obtained using traditional ISH and IHC (Fig. 4), further validating the sensitivity of this newer method. The quantification of signals revealed that the majority of cells, 89%, belonged to the three *Dat*^*high*^ lineages, while the four *Dat*^*low*^ subgroups comprised 11% of all Pitx3-eGFP-positive cells (Supplementary Figure 7e). This indicates that the *Dat*^*high*^ groups are significantly underrepresented in the scRNAseq data (see Discussion).

To identify the cell of origin of outgrowth axons within the ventral midbrain, we injected rhodamine-labeled microbeads as a retrograde axonal tracer, into various regions including the main mDA forebrain targets in *Pitx3*^*eGFP*^ heterozygous mouse brain, with subsequent analysis of labeled cell bodies in the midbrain (Supplementary Figure 8). The results confirmed that the *Dat*^*high*^ cell groups expressing high levels of TH projects to prefrontal cortex, striatum and nucleus accumbens, as previously decribed^21^. In addition, scattered *Dat*^*low*^ cells—identified by low levels of TH—were labeled within the VTA in animals injected with beads to the prefrontal cortex and nucleus accumbens confirming that also these cells project to these VTA targets.

### Progressive segregation of mDA neuron subgroups

A temporal order of subgroup segregation becomes apparent when considering the network. 

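Nxph4 (ENSMUSG00000040258, chromosome 10, 127525473 to 127534559) had an RPKM over 150 in 27.3% of E13.5 cells (20.1 to 35.5) and in 16.4% of E15.5 cells (10.7 to 23.6). The share over 10 was 46.04% at E13.5 (37.6 to 54.7) and 27.9% at E15.5 (20.6 to 36.1). Across the later stages the share over 150 was 9.63% at E18.5, 15.7% at P1, 12.0% at P7 and 52.3% at P90.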

E13.5 and E15.5 cells cluster closely together, in particular at the earliest time points (Fig. 2b), but cells expressing either high or low levels of *Nxph4* are already segregated to the left and right sides of the plot at early time points (Fig. 2b). Moreover, differential expression of *Dat* and *Aldh1a1* appeared somewhat later during cell maturation since differential expression becomes evident later in development (Fig. 2b). 

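Slc6a3 (ENSMUSG00000021609, chromosome 13, 73536747 to 73578672) had an RPKM over 150 in 18.0% of E13.5 cells (12.0 to 25.4), 27.1% of E15.5 cells (20.0 to 35.3), 42.8% of E18.5 cells (35.6 to 50.2), 41.04% of P1 cells, 33.7% of P7 cells and 21.8% of P90 cells (17.5 to 26.7). Aldh1a1 (ENSMUSG00000053279, chromosome 19, 20492715 to 20643465) was over 10 in 6.47% of cells at E13.5 (3.00 to 11.9), 21.4% at E15.5 (14.9 to 29.2), 37.97% at E18.5 (30.99 to 45.3) and 44.4% at P1 (38.4 to 50.6). Thinning each cell to 100000 reads left these Aldh1a1 shares at 6.47%, 22.1%, 39.6% and 46.3%. Shares of all cells also depend on which cells were sampled, for Slc6a3 as for Nxph4 and Vip. Of the 313 named P90 cells, 83 were Dat-high-like. In Dat-high-like cells Slc6a3, a naming gene, was over 150 in 66.4% at P1 and 83.1% at P90.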

Finally, the *Vip* expressing subgroup trajectory segregates even later.

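Vip (ENSMUSG00000019772, chromosome 10, 5639218 to 5647617) had an RPKM over 150 in no cell at E13.5 and in 0 of 140 cells at E15.5. By the limit of 3 counts this allows shares of up to 2.16% and 2.14%, and by the exact interval up to 2.62% and 2.60%. The share was 9.63% at E18.5 (5.81 to 14.8), 8.96% at P1 (5.82 to 13.0), 17.4% at P7 (10.3 to 26.7) and 3.08% at P90 (1.49 to 5.59). Mean RPKM was 180.9 at E18.5, 315.8 at P1 and 1637 at P7.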

As expected from the network analysis, the appearance of the *AT-Dat*^*high*^ subtype was evident by immunohistochemistry already at E13.5 and expression of DAT and ALDH1A1 was confined to more lateral mDA neurons (Fig. 5a, b). Also, *Gad2*- and *Nxph4*-expressing subtypes were identified in sections from E13.5 and, as expected, positive cells were found predominantly in the medial developing ventral midbrain (Fig. 5d, e). However, at these early time points distinctions into *G-Dat*^*low*^ versus *GT-Dat*^*low*^ or *N-Dat*^*low*^ versus *NT-Dat*^*low*^ subgroups could not be reliably established. We were also able to detect *Slc32a1* and EBF3 expression—both markers for *G-Dat*^*low*^*/GT-Dat*^*low*^ subgroups—in the most medial PITX3-positive cells at E13.5 (Supplementary Fig. 9a, b). At this point EBF3 was still rather broadly detected in the mDA neurons, similar to what could be seen in the network plot in early cells. In addition, and also in accordance with the network plot, *Vip*-expression was not clearly detectable by in situ hybridization until E18.5 in cells of the developing periaqueductal grey (Fig. 5c; see also summary in Fig. 5f).

**Fig. 5:**
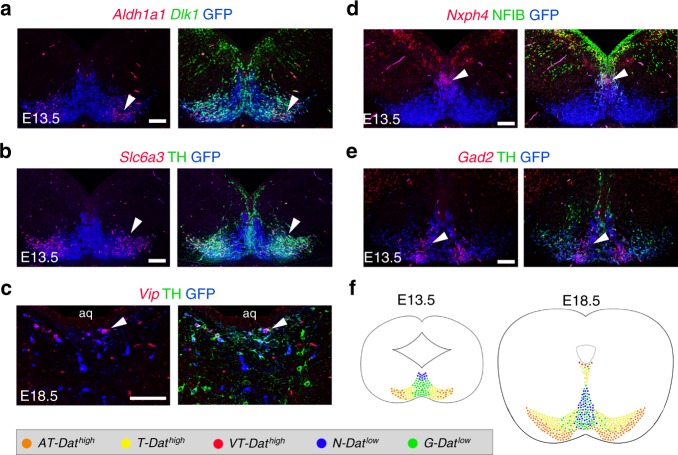
The *Pitx3*-expressing subgroups become progressively segregated. **a**–**e** Close-up views of *Pitx3*-expressing subgroups in the embryonic *Pitx3*^*eGFP/wt*^ midbrain. Fluorescent ISH with immunostaining on paraffin sections. Arrowheads point to examples of co-expressing cells. Scale bars are 100 μm (**a**, **b**, **d**, **e**) and 50 μm (**c**). Aq, aqueduct. **f** Schematic representation of the color-coded *Pitx3* subgroups in E13.5 and E18.5 midbrain

Thus, the network analysis combined with the histological analysis from embryonic ventral midbrain indicates the existence already at early stages of distinct subgroups that become progressively segregated over time during postmitotic neuron differentiation. To search for candidate regulators that might drive subgroup diversification we explored all annotated transcription factors in the scRNAseq data. Several transcription factors show a distinctive subgroup-specific mRNA expression. 

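Of the transcription factors that the paper places in the Dat-low branch, 9 of 9 had an RPKM over 10 in a larger share of Dat-low-like than of Dat-high-like cells, each by more than its interval. None of them was used to name a cluster, but the paper chose them from these same cells, as it did those of the Dat-high branch. The counts are therefore no independent check of the list. Zfp536 (ENSMUSG00000043456, chromosome 7, 37472135 to 37773641) differed most, with 60.8% against 1.57%. Ebf2 (ENSMUSG00000022053, chromosome 14, 67233292 to 67430918) was over 10 in 46.8% and 5.76%, and Zfp385b (ENSMUSG00000027016, chromosome 2, 77410634 to 77819639) in 46.2% and 9.69%. The smallest difference was that of Ebf3, with 37.1% against 18.3%. Nfia, Nfib, Nfix, Tcf4 and Id2 lay between. The count was also 9 of 9 over the cells of E18.5, P1 and P7 and over those of P90.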

As shown in the network (Supplementary Fig. 10a), *Zfp536*, *Nfia*, *Nfib*, *Nfix*, *Tcf4*, *Zfp385b*, *Ebf2*, *Ebf3*, and *Id2* are enriched in *Dat*^*low*^ cells. In contrast, *Zfhx3*, *Pou2f2*, and *Id4* were more highly enriched in *Dat*^*high*^ cells. 

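Zfhx3 (ENSMUSG00000038872, chromosome 8, 107942644 to 108961630) had an RPKM over 10 in 50.8% of Dat-high-like and 3.34% of Dat-low-like cells, a difference of 47.4 points (41.8 to 52.6). For Pou2f2 (ENSMUSG00000008496, chromosome 7, 25087344 to 25179726) the shares were 27.7% and 4.56% (difference 23.2, 18.1 to 28.2), and for Id4 (ENSMUSG00000021379, chromosome 13, 48261228 to 48266026) they were 25.7% and 10.3% (difference 15.3, 9.74 to 20.7). Among P90 cells Id4 was over 10 in 8.43% of Dat-high-like and 9.13% of Dat-low-like cells, which is within counting error (-6.86 to 7.84).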

Further details on mRNA expression in distinctive clusters are summarized in Supplementary Figure 10b. 

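Of the 12 transcription factors that differed between the Dat-low and Dat-high branches, 4 had an RPKM over 10 in a majority of E13.5 cells: Tcf4 (61.9%, 53.3 to 69.97), Ebf2 (58.3%, 49.6 to 66.6), Ebf3 (54.7%, 46.02 to 63.1) and Zfhx3 (54.7%). The lowest share was that of Zfp385b, at 0.719% (0.0182 to 3.94). Id4 was over 10 in 6.47% of E13.5 cells and Nfix in 5.76%. Zfp536 was over 10 in 41.01% (32.7 to 49.7). The paper's statement concerns how many of the factors are expressed early, and it gives no threshold. A factor limited to 1 branch need not be over 10 in most cells. The count of majorities therefore does not test that statement.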

Notably, the majority of these transcription factors are expressed already at early stages indicating that they are candidates for promoting subgroup-specific gene expression.

Previous studies using *Pitx3* null mice demonstrated that *Pitx3* is required for the development of SNc mDA neurons^11^. To investigate this on the molecular level in relation to the seven *Pitx3*-expressing neuronal subtypes that were identified in this study, *Pitx3* knockout cells from *Pitx3*^*eGFP/eGFP*^ homozygous mice were isolated (Supplementary Fig. 11a) and subjected to scRNAseq. A total of 289 knockout cells from E13.5 embryos and from perinatal (P1) mice were collected and analyzed. 

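Pitx3eGFP/eGFP mice carry eGFP at both Pitx3 alleles. Cells from E13.5 and P1 were filtered in the same way. At E13.5, 94.2% of 190 cells were kept, with 108618 to 3844520 reads on genes per cell and a median of 753256. At P1, 82.8% were kept, with 229238 to 3233246 reads and a median of 1393891, and 23 oligodendrocyte-like cells were left out. All Pitx3eGFP/eGFP cells had spike-in RNA added and came from 3 plates at E13.5 and 2 at P1. None of the E13.5 Pitx3eGFP/wt cells had spike-in RNA, so at that stage genotype and library batch cannot be told apart. At P1, 94 of the 268 Pitx3eGFP/wt cells had it and the others did not. No plate held cells of both genotypes. The targeted gene was looked at first. Pitx3 had an RPKM over 10 in 61.5% of E13.5 Pitx3eGFP/eGFP cells (53.9 to 68.6), 26.3 points below Pitx3eGFP/wt cells (16.9 to 34.9), and its mean RPKM was 18.8. At P1 the share was 30.8% (23.7 to 38.6), 34.5 points lower (24.9 to 43.1), and mean RPKM was 105.4 in Pitx3eGFP/wt and 8.41 in Pitx3eGFP/eGFP cells. Over an RPKM of 150 were 74.8% of Pitx3eGFP/wt cells at E13.5 and 26.1% at P1, but no Pitx3eGFP/eGFP cell at either stage. At an RPKM over 1, the P1 difference was -1.07 points. Each gene has 1 value per cell, so the place of the remaining reads within Pitx3 is not known. The eGFP reporter was over 10 in 88.8% of E13.5 and 87.4% of P1 Pitx3eGFP/eGFP cells.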

The knockout cells were analyzed together with *Pitx3*^*eGFP/wt*^ heterozygous cells from the same stages and by t-SNE network analysis (Supplementary Fig. 11b, c). It was notable that *Pitx3* knockout cells did not form a unique cluster that would indicate an abnormal cellular state. Instead, we found that only few homozygous *Pitx3*^*eGFP/eGFP*^ cells contributed to the *Aldh1a1* and *Dat* subtypes (*AT-Dat*^*high*^ and *T-Dat*^*high*^) while the other subgroups appeared unaffected by the absence of *Pitx3* (Supplementary Fig. 11d-j). Thus, these results demonstrate how single cell analysis can reveal distinct cell type-specific deficiencies resulting from gene targeting.

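The E13.5 and P1 cells of both genotypes were clustered together without Pitx3, eGFP, Th and the genes that name or mark the subgroups. Of 29 clusters, 1 had more than 90% Pitx3eGFP/eGFP cells. Among the 20 clusters with at least 5 P1 cells, the share of Pitx3eGFP/eGFP cells within P1 went from 0% to 87.5%, with a median of 42.2%, and 2 clusters were under 10%. Pitx3eGFP/eGFP cells were 37.2% of all P1 cells kept. The 2 clusters under 10% had Slc6a3 over an RPKM of 150 in 93.7% and 83.3% of cells. Aldh1a1 was over 150 in 63.5% and 16.7% of their cells. They held 62 and 6 Pitx3eGFP/wt and 1 and 0 Pitx3eGFP/eGFP cells. In other clusters of P1 cells with Slc6a3 over 150 in most cells, 21.1% and 57.1% were Pitx3eGFP/eGFP. With Aldh1a1 over 150 in most cells the shares were 14.9%, 21.1% and 37.5%, and with 50% of cells 87.5%. Among the 9 clusters with at least 5 E13.5 cells, the share within E13.5 was over 90% in 2 and under 10% in 4, where they were 56.3% of cells. With all variable genes used, 0 of 28 clusters were over 90%.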

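At P1, Slc6a3 had an RPKM over 150 in 10.1% of Pitx3eGFP/eGFP cells (5.86 to 15.8), 31.0 points below Pitx3eGFP/wt cells (22.9 to 38.05). Against the Pitx3eGFP/wt cells with spike-in alone the difference was 46.3 points (34.8 to 56.6). Aldh1a1 was over 150 in 35.4% of P1 Pitx3eGFP/wt and 19.5% of Pitx3eGFP/eGFP cells, a difference of 16.0 points (7.18 to 24.0), and its mean RPKM was 1606 and 239.0. At E13.5, Slc6a3 was over 150 in 0.559% of Pitx3eGFP/eGFP cells (0.0141 to 3.07), a difference of 17.4 points (11.4 to 24.7), and Aldh1a1 was over 150 in 0.719% and 1.12%, which is within counting error. For Nxph4 the difference was -5.62 points at E13.5 (-15.5 to 4.62) and -0.0516 at P1 (-7.58 to 6.79). The Gad2 difference was 5.28 points at E13.5 (0.0528 to 11.4) and -5.69 at P1 (-13.4 to 1.44), and at E13.5 the shares over 10 were 12.23% in Pitx3eGFP/wt and 11.73% in Pitx3eGFP/eGFP cells. Vip was over 150 in 0 cells of either genotype at E13.5, and at P1 the difference was 4.55 points (-0.701 to 9.16), with mean RPKM of 315.8 in Pitx3eGFP/wt and 66.1 in Pitx3eGFP/eGFP cells. The 2 plates of Pitx3eGFP/eGFP cells had Vip means of 117.1 and 18.3, and the Pitx3eGFP/wt cells 225.9 with and 364.4 without spike-in. Th fell from 64.7% to 43.0% of cells at E13.5 and from 65.3% to 55.3% at P1. The shares are of all kept cells, since the paper names its subgroups by these genes. They were left out of the joint clustering. From the few Pitx3eGFP/eGFP cells in the Aldh1a1 and Dat subtypes, the paper concludes that single cell analysis can show deficiencies that are specific to a cell type.

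**Figure D2:**
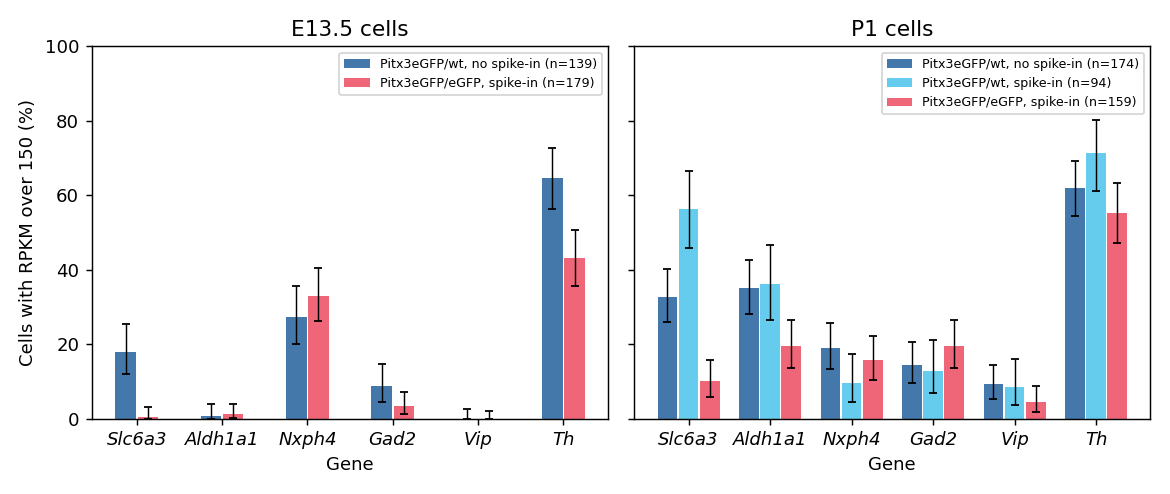
Share of cells with an RPKM over 150 (%) for 6 genes at E13.5 (left) and P1 (right), by genotype and use of spike-in RNA. Bars are shares over the n cells in the legend with 95% Clopper-Pearson intervals, and at P1 Slc6a3 is at 10.1% in Pitx3eGFP/eGFP cells and at 32.8% and 56.4% in Pitx3eGFP/wt cells without and with spike-in.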

### Diversity of mDA neurons is conserved in human embryos

We next wished to establish if some of the diversity identified in mouse was also seen in human mDA neurons. Immunohistochemistry for visualization of TH and PITX3 expression in human embryonic ventral midbrain at week 7 (w7) revealed a similar heterogeneity as observed in mouse with both high and low TH levels in PITX3-positive neurons (Fig. 6a). The cells expressing high levels of TH were localized laterally, in the SNc and the parabrachial pigmented nucleus, whereas those with low levels of TH were mostly localized more medially, in the rostral and caudal linear nucleus (Fig. 6a). A similar segregation into high and low TH expression in PITX3-positive neurons could also be seen in human embryonic stem cell-derived mDA neurons grafted to the rat striatum (Supplementary Fig. 12).

**Fig. 6:**
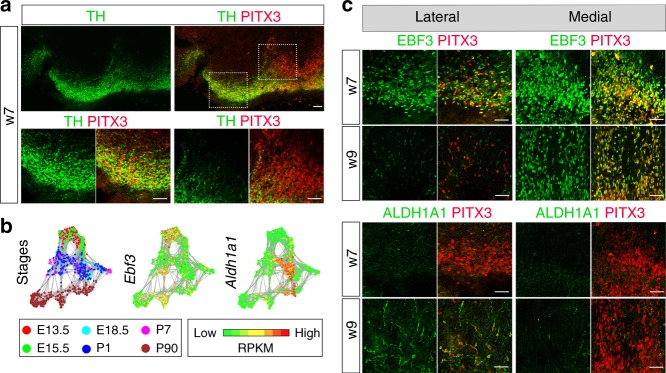
The diversity of *Pitx3*-expressing midbrain neurons in human embryos. **a** Immunostaining analysis of PITX3 and TH in human ventral midbrain, on frozen sections. Boxed areas indicate the localization of close-up images. **b** Network plots of the *Ebf3* and *Aldh1a1*, with green indicating low and red high expression levels. **c** Close-up views of medial and lateral regions from ventral midbrain of human embryos which correspond to the boxed regions shown in (**a**). Left sidebar indicates the age of the embryo in weeks. Immunostainings for PITX3, EBF3, and ALDH1A1. Scale bars are 100 μm

Since the availability of human tissue material made in situ hybridization impossible to establish for suitable markers, we instead used available antibodies against other markers in immunohistochemistry to investigate additional diversity in human mDA neurons. 

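Over E13.5 and E15.5, Ebf3 had an RPKM over 10 in 47.3% of 279 cells (41.3 to 53.4), against 26.0% of the 872 cells from E18.5 and later (23.1 to 29.1), a difference of 21.3 points (14.8 to 27.8). Among the later cells it was over 10 in 18.5% of Dat-high-like (14.4 to 23.1) and 36.9% of Dat-low-like cells (31.7 to 42.4). In the few early Dat-high-like cells it was over 10 in 10.5% of 19 at E13.5 (1.30 to 33.1). At E15.5 it was over 10 in 21.2% of 33 such cells (8.98 to 38.9). Unnamed were 86.3% and 75.7% of cells at these stages, so the early share rests mostly on cells without a branch. Mean RPKM was 23.6 at the early and 8.21 at the later stages.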

As seen in Fig. 6b, the scRNAseq analysis showed that the transcription factor *Ebf3* was expressed broadly at early embryonic stages in the mouse (E13.5 and E15.5) but was enriched in *Dat*^*low*^ sublineages at later stages in neurons mostly low in *Th* expression and localized in medial VTA (Supplementary Figs 5c and 6b). The corresponding pattern of expression was found during human embryogenesis with broader EBF3 expression pattern at embryonic week seven, while at week nine EBF3 was only seen in most medial PITX3-positive cells, corresponding to the cells expressing low levels of TH (Fig. 6c). On the other hand, in the mouse *Aldh1a1* was not highly expressed early but was upregulated at later embryonic stages (Fig. 6b). 

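In the mouse cells, Aldh1a1 was over an RPKM of 150 in 1 cell at E13.5 and in 17.1% of cells at E15.5 (11.3 to 24.4), a difference of 16.4 points (10.2 to 23.5). The share was 33.7% at E18.5 (27.0 to 40.9). Over E18.5 and later it was 28.0% (25.0 to 31.1). Mean RPKM was 7.85 at E13.5, 303.1 at E15.5 and 1428 at E18.5.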

A similar pattern was apparent in human embryos (Fig. 6c). Thus, in seven-week old embryos ALDH1A1 was almost undetectable but at week nine it was expressed in lateral regions, corresponding to TH-high cells. Together these results suggest that a similar diversity develops over time in human and mouse embryonic mDA neurons.

## Discussion

mDA neurons form a diverse group of neurons consisting of several different subgroups with distinct innervation targets and functions. However, classification of mDA neuron subtypes has mostly been based on the anatomical location and projections of mDA neurons within the ventral midbrain, and a more systematic characterization based on molecular properties has remained rather incomplete. scRNAseq now provides a powerful method for defining unique cell types which, in turn, will enable more detailed elucidation of the unique functional properties of various cellular subtypes. Importantly, a better understanding of the molecular landscape defining cell types of therapeutic importance will help to improve in vitro differentiation protocols and quality control of cells intended for cell therapy. Here, we used scRNAseq to molecularly define mDA neuron subgroups from *Pitx3*^*eGFP/wt*^ mice expressing GFP in virtually all mDA neurons, as shown here and previously^10^. In order to establish a molecular framework for the development of mDA neuron diversity at the genome-wide level, we sampled GFP-positive cells from several maturation stages, from early embryonic postmitotic precursors up into fully differentiated adult neurons.

The network analysis defined two major branches of *Pitx3*-expressing neurons: One branch consisted of cells expressing low levels of *Dat* (*Dat*^*low*^) and a second branch expressed high levels of *Dat* (*Dat*^*high*^). In total, seven subgroups with distinct profiles of gene expression were defined. Four of these were present in the *Dat*^*low*^ branch: *N-Dat*^*low*^*, NT-Dat*^*low*^*, G-Dat*^*low*^, and *GT-Dat*^*low*^ groups; and three were within the *Dat*^*high*^ branch: *T-Dat*^*high*^*, AT-Dat*^*high*^, and *VT-Dat*^*high*^ subgroups. 

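The genes compared here were Ddc (ENSMUSG00000020182, chromosome 11, 11814101 to 11898144), which encodes the enzyme after TH in dopamine synthesis, and Slc18a2, a vesicular transporter. In the 4 N-like clusters of P90 cells without high Th in most cells, Th had an RPKM over 10 in 26.7% of cells (18.4 to 36.5), and Ddc and Slc18a2 each in 31.7% (22.8 to 41.7). Of the 32 cells with Ddc over 10, 15 made up 1 whole cluster, in which Th was over 150 in 40% of cells. In the other 3 clusters Ddc was over 10 in 18.9%, 16.7% and 42.9% of cells. In the N-like clusters with high Th, Ddc was over 10 in 88.6% and Slc18a2 in 90.0% of cells. In the G-like cluster without high Th, Th was over 10 in 41.9% of 31 cells (24.5 to 60.9), Ddc in 100% (88.8 to 100) and Slc18a2 in 83.9% (66.3 to 94.5), with a mean Ddc RPKM of 452.7. Slc6a3 was over 10 in 12.9% of these G-like cells and in 1.98% of the N-like cells without high Th. From a lack of Th and of other components of this machinery, the paper reasons that some Pitx3-expressing neurons are not dopaminergic.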

Two of the *Dat*^*low*^ groups lacked detectable levels of *Th* mRNA (*N-Dat*^*low*^ and *G-Dat*^*low*^), as well as other molecular components of dopamine-producing machinery, indicating the existence of non-dopaminergic *Pitx3*-expressing ventral midbrain neurons. The developmental relationship between both dopaminergic and non-dopaminergic *Pitx3*-expressing cells was notable as seen by the common expression of several transcription factors typically expressed in developing mDA neurons, and lineage tracing with *Lmx1a*^*CreERT2*^ reporter. Thus, the finding of developmentally related non-dopaminergic *Pitx3*-expressing neuronal subtypes reveals entirely novel cellular entities as a result of our scRNAseq analysis.

One of the interesting outcomes of this study was the finding that different subgroups of mDA neurons begin to diversify relatively early, with subgroup-specific gene expression appearing in distinct developmental trajectories already at E13.5. Data mining also revealed a small set of trajectory-specific transcription factors, which are candidate transcriptional determinants for promoting phenotypic differences emerging in differentiating mDA neuron subtypes. Furthermore, we were able to identify clusters of genes corresponding to different mDA neuron maturation stages – information that is useful when assessing mDA differentiation from stem cells in vitro where the developmental stage of the mDA neurons is difficult to assess. Moreover, when including cells from *Pitx3* null mutant mice isolated at different timepoints during development, we found that the generation of *Aldh1a1* and *Dat* subtypes (*AT-Dat*^*high*^ and *T-Dat*^*high*^) were highly compromised, while the other subgroups were unaffected by the lack of *Pitx3*.

Although our scRNAseq analysis is a comprehensive analysis of mDA neuron diversity it has limitations and needs to be complimented with other methods for a complete characterization. To localize the cells corresponding to the seven identified *Pitx3*-expressing subgroups, we used a combination of several subgroup-distinguishing markers by classical histological methods, and were able to validate the existence of all except the *NT-Dat*^*low*^ group, i.e., cells expressing *Nxph4* and *Th*. However, this group was validated using in situ sequencing (Supplementary Figure 7). Thus, it is possible that *NT-Dat*^*low*^ neurons express *Th* mRNA, but not TH protein. Indeed, such cells in the ventral midbrain have been described^22^. In addition, another technical limitation concerns the relative sizes of different mDA subgroups as determined by scRNAseq clustering as compared to the actual sizes of the corresponding nuclei in the brain. Thus, we noted that the *Dat*^*low*^ branch represent more than half of the adult mDA neurons in our clusters, although such cells appear much less numerous in tissue sections, analyzed both with traditional ISH and IHC and by in situ RNA sequencing. This discrepancy is most likely explained by difficulties to quantitatively sample long-projecting TH-expressing SN and VTA neurons, as they are likely to be more sensitive to the mechanical dissociation and FACS. 

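Of the 313 P90 cells in named clusters, 230 were Dat-low-like and 83 Dat-high-like, or 26.5% Dat-high-like (21.7 to 31.8). On the 4 plates of P90 cells the Dat-high-like share was 33.3%, 32.1%, 16.1% and 23.9%. The first 2 of these plates had no cell with Xist over an RPKM of 10 and the other 2 no cell with Ddx3y over 10, so the plates differ in the sex of the animals. These are shares of sorted cells. When each cell was named by its own expression of the naming genes without clustering, the share was 34.5%.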

For this reason, using RNA sequencing of individual cell nuclei may be of particular value for further analyses of mature neurons projecting over longer distances. Moreover, any method for scRNAseq library construction has limitations and certain mRNAs might be under- or overrepresented in SmartSeq2 libraries. For example, we were unable to detect high levels of the previously characterized SN-marker *Sox6*^23^ in our scRNAseq data set.

In two previous reports analyzing RNA expression in single cells, the authors report the identification of five subtypes of postnatal mDA neurons^7,8^. In both studies, *Dat*^*Cre*^ mice were used for lineage marking and cell sorting. As we show (Supplementary Figure 1b), this strategy would sample only *Dat*^*high*^, but not *Dat*^*low*^, cells analyzed in our study. We suggest that the *AT-Dat*^*high*^ group corresponds to the groups reported by Poulin et al. to express *Aldh1a1* (DA-1A and DA-2B groups) while the *T-Dat*^*high*^ group corresponds to the (DA-1B and DA-2A groups). It is quite evident that the *VT-DAT*^*high*^ group corresponds to the DA-2D *Vip*-expressing group based on several markers. We correlated similarity between clusters in the recent scRNAseq study^7,8^ (Supplementary Figure 13) and found that the five clusters showed a high degree of similarity to the *AT-Dat*^*high*^ and *T-Dat*^*high*^ clusters in our study. In addition, unlike the previous unbiased sampling of the entire embryonic ventral midbrain^7^, our enrichment-based analysis uncovered subgroup diversity already in the early embryo. We were also able to detect the major branches of *Dat*^*high*^ and *Dat*^*low*^ mDA types, as well as several subtype markers, appearing in the human embryonic midbrain at similar temporal dynamics and similar in vivo positions as in the mouse.

In conclusion, our strategy to sequence *Pitx3*^*eGFP/wt*^ neurons across postmititoc embryonic stages up into adulthood successfully revealed the existence of two main-branches of *Pitx3*-expressing neurons, which in turn are divided into seven subtypes in total—five dopaminergic and two non-dopaminergic. This emphasizes the power of enrichment-based scRNAseq in comparison to unbiased approaches. We expect that our findings, together with the accompanying online-resource (Shiny application: http://perlmannlab.org/resources/) will be a valuable tool for increased understanding of mDA neuron differentiation and subtype differences. Our dataset should provide a powerful resource to improve both in vitro enrichment of therapeutically optimal mDA subgroups using transcription factors that segregate early in the developmental trajectory of the different subtypes of mDA neurons, as well as assessment of overall cell quality and developmental stage of the stem cell-derived mDA neurons. It also provides more specific genetic entry-points for studies of mDA circuitry and function.

## Methods

### Animals

We used male and female wild type C57BL/6NRj and *Pitx3*^*eGFP*^ knock-in reporter mice (Zhao, 2004) on embryonic days E13.5, E15.5, E18.5 and between postnatal days P1-P90. *Gad2*^*Cre/wt*^ (Jackson laboratories stock #010802^24^,) and *Rosa26*^*nT-nG/ nT-nG*^ (Jackson Laboratories stock #023537) were crossed to generate *Gad2*^*Cre/wt*^; *Rosa26*^*nT-nG/wt*^ mice and embryos. The noon of the day of the plug was considered to be embryonic day (E) 0.5. All experimental procedures followed the guidelines and recommendations of Swedish animal protection legislation and were approved by Stockholm North Animal Ethics board.

### Human tissue

Human fetal tissue was obtained from legally terminated embryos with approval of the Swedish National Board of Health and Welfare in accordance with existing guidelines including informed consent from women seeking elective abortions. By measuring the crown-to-rump length and neck-to-rump length, the gestational age of embryo was determined.

### Tissue dissociation and FACS sorting

Ventral midbrain tissue was dissected from *Pitx3*^*eGFP*^ reporter mice and dissociated into a single cell suspension as previously described^25^ using Neural Tissue Dissociation kit for dissociation of E13.5, E15.5, E18.5 tissue (Miltenyi Biotec); Postnatal Neuron kit for P1 and P7 tissue (Miltenui Biotec) and papain kit for P90 tissue (Worthington). For each developmental stage, several animals have been used. After dissociation, the *eGFP* positive cells were FACS sorted using a BD FACSAria III Cell Sorter.

### Library preparation and sequencing

Sorted cells were processed using the Smartseq2 protocol^26^ to generate the cDNA libraries. Nextera XT DNA library preparation kit (FC-131-1024) using dual indexes (i5 + i7) was used for cDNA tagmentation. The quality of cDNA and tagmented cDNA was checked on a High-Sensitivity DNA chip (Agilent Bioanalyzer). Sequencing was performed on Illumina HiSeq 2000, giving 43 bp reads after de-multiplexing.

### Read alignment and quality control

Reads were aligned to the mouse genome (mm10) merged with *eGFP* and ERCC spike-in sequences using Star v2.3.0^27^ and filtered for uniquely mapping reads. Gene expression was calculated as reads per kilobase gene model and million mappable reads (RPKMs) for each transcript in Ensembl release 69 using rpkmforgenes^28^. The low-quality libraries were filtered out based on following parameters for E13.5, E15.5, E18.5, P1, P7 cells (Supplementary Figure 2a): > 17.1% uniquely mapping reads, < 66% fraction mismatches, > 62% exon mapping reads, < 7.8% 3’mapping, at least 15% of all genes detected, > 100,000 normalization reads and for P90 cells (Supplementary Figure 2b): > 21% uniquely mapping reads, < 80% fraction mismatches, > 61% exon mapping reads, < 8.8% 3’mapping, at least 3.4% of all genes detected, > 100,000 normalization reads. From 1699 sequenced cells 1562 passed the quality control. After the quality control, another 167 cells were excluded from analysis since they clustered with cells which showed absence of *eGFP* expression and high expression of *Olig1*, suggesting that these cells corresponded to oligodendrocytes. Clustering to remove the non-*eGFP* expressing cells was done for the embryonic and perinatal cells with the same method as described in the section below using t-SNE + igraph (Supplementary Figure 1e). In the adult cells, no clear non-*eGFP* expressing cells were detected (Supplementary Figure 1f). 1395 cells were used for further analysis, of which 1106 were *Pitx3*^*eGFP/wt*^ and 289 were *Pitx3*^*eGFP/eGFP*^.

### Cell population definition

Biologically variable genes were extracted as those with higher variation than the spike-in RNAs similar as was done previously^29^. Only cells from stages E18.5, P1, and P90 contain spike-ins, so variable genes were extracted from those cells. This gave 328 variable genes for E18.5, 327 variable genes for P1, 825 variable genes for P90 and 453 variable genes when E18.5, P1 & P90 were merged together. The 453 variable genes from all 3 datasets were used for the PCA in Fig. 1b.

Each of the 4 sets of variable genes were used to run t-SNE (Rtsne: T-Distributed Stochastic Neighbor Embedding using a Barnes-Hut Implementation, https://github.com/jkrijthe/Rtsne). Each t-SNE represents slightly different separation of the cells due to the fact that most of the gene variation is seen at different stages. An undirected weighted graph was constructed by extracting the 5 closest neighbors from each of the t-SNEs to create a network with the igraph software (Csardi G, Nepusz T: The igraph software package for complex network research, InterJournal, Complex Systems 1695. 2006. http://igraph.org).

Unsupervised clustering into 48 groups was done with Infomap community detection (Supplementary Fig. 4d),^30^. Each infomap cluster was classified into one of *Pitx3* subgroups based on the expression of the top loading genes from principal components 2, 3 and 4: *Slc6a3 (Dat), Nxph4, Aldh1a1, Vip*, and *Gad2* (Supplementary Fig. 4c) as one of the main subgroup if a majority of the cells in a cluster had high expression (RPKM > 150) of one or more of these genes. Thus, infomap clusters were classified into 5 main lineages. The infomap clusters in the *Nxph4* and *Gad2* lineages were further annotated manually as *Th*-low or *Th*-high giving 7 distinct lineages: *N-Dat*^*low*^ (for *Nxph4*), *NT-Dat*^*low*^ (for *Nxph4/Th*), *G-Dat*^*low*^ (fo*r Gad2*), *GT-Dat*^*low*^ (for *Gad2*/*Th*), *T-Dat*^*high*^ (for *Th*), *AT-Dat*^*high*^ (for *Aldh1a1/Th*) and *VT-Dat*^*high*^ (for *Vip/Th)*. In addition, each cluster was assigned a general age group based on the majority of the cells per cluster as: Embryonic (E13.5, E15.5), Perinatal (E18.5, P1, P7) and Adult (P90).

We used the SAMseq software package to define the maturation and subpopulations-specific genes^14^. Differentially expressed genes for each subpopulation are in Supplementary Data 1 and Supplementary Data 2. Genes were considered significantly differentially expressed if q-value < 0.01.

### Pseudotime analysis

Principal component 1 in the PCA in Fig. 1b was considered the pseudotime axis, and was scaled from 0–100. Genes that are changing along pseudotime were analysed with the Monocle package^13^. To narrow down the analysis, only genes that are differentially expressed between the age groups: Embryonic, Perinatal and Adult were included (Supplementary Data 1) and were also filtered for protein-coding genes. A curve was fitted for expression along pseudotime using Monocle. The curve matrix was further filtered by removing genes with coeffiecent of variation squared (cv^2^) higher than the mean cv^2^ for all genes across different expression levels which left 2167 genes for further clustering. The genes were grouped with Monocle using k-means clustering into 3 groups. The gene clusters were analysed for biological functions using the Ingenuity Pathway Analysis program (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity- pathway-analysis). Only functional categories related to Physiological & System Development functions were selected, and specifically subcategories related to Nervous system development.

### Comparison of data to published data set

SCEsets for data from ref. ^7^ were downloaded from https://hemberg-lab.github.io/scRNA.seq.datasets/. The La Manno adult DA cells were extracted and normalized using the Seurat R package^31^. Our adult data and the *VT-Dat*^*high*^ cluster were normalized the same way. Differentially expressed genes from both studies (the cell-type-specific expression genes in Supplementary Data 2 of La Manno et al.^7^ and differentially expressed genes between lineages Supplementary Data 2) were selected as a gene set. Average expression profiles across that gene set was calculated for our and the La Manno clusters and pairwise Spearman correlations were calculated between them as visualized in Supplementary Figure 13.

### Histology

For collection of the embryonic tissue, pregnant females were euthanized with CO_2_ followed by cervical dislocation. The embryos were dissected in ice-cold PBS and immersed in freshly made 4% paraformaldehyde (PFA, Sigma-Aldrich) in PBS for fixation. For the adult brains, the mice were deeply anesthetized before pericardial perfusion using +37 °C PBS, followed by +37 °C 4% PFA in PBS. The adult brain tissue was post-fixed for 3–4 days at room temperature (RT). For paraffin embedding, the embryos were fixed at RT for 2–3 days, followed by dehydration and immersion in Histosec paraffin (Merck) using automated tissue processor (Leica TP1020). After embedding, 5 μm coronal sections were collected using a microtome (Leica HM360).

For frozen sections, the brains were dissected and post-fixed overnight in 4% PFA at +4 °C, and subsequently cryoprotected for 24–48 h in 30% sucrose after the pericardial perfusion. The brains were serially sectioned on a cryostat (NX70) at 12 μm.

### Immunohistochemistry

For paraffin sections, the paraffin was removed using xylene and the sections rehydrated, using descending ethanol series, into double distilled water. After permeabilization step in 0.3% Triton-X-100 in PBS for 10 min, the samples were rinsed with distilled water before antigen retrieval by heating in target retrieval solution (DAKO) for 6–8 min in a microwave oven. After the samples had cooled to RT, they were washed twice with PBST (0.1% Triton X-100 in PBS), blocked in PBT (10% donkey or goat serum in PBS with 0.1% Triton X-100), and incubated with primary antibodies overnight at RT. The following day the sections were washed twice with PBST and incubated with secondary antibodies RT for 2–4 h, before washing in PBS and mounting in Mowiol-based mounting medium containing DABCO (1.4-diazabicyclo[2.2.2]octane, Sigma-Aldrich). The nuclei were visualized using DAPI (4′-6′-diamidino-2-phenylindole; Sigma-Aldrich). The list of antibodies is available in the Supplementary Table 1.

For frozen sections, the sections were preincubated for 2 h in blocking solution containing 3% normal donkey sera and 0.2% Triton X-100 in PBS. Primary antibodies diluted in blocking solution were applied overnight at 4 °C. After washes with 0.1% Triton X-100 in PBS, secondary antibodies diluted in blocking solution were applied for 2 h at room temperature. The stained sections were washed with PBS and mounted in Vectashield mounting media. The list of antibodies is available in the Supplementary Table 1.

### Immunohistochemistry of rat and human fetal tissue

The human fetal tissue was fixed in 4% PFA, embedded in OCT mounting medium and cut at 20 μm using a cryostat. For immunohistochemistry of rat tissue, the brains were fixed in 4% PFA and cut at 35 μm using a microtome.

The human tissue was stained directly on gelatin-coated slides and the rat tissue was stained as free-floating sections, using the same staining protocol. All washing steps were done in 0.1 M phosphate buffered saline with potassium (KPBS) and all incubations were done in 5% donkey serum +0.25% Triton-X-100 in KPBS. For antigen retrieval, the sections were incubated in Tris-EDTA buffer pH 9.0 at 80 °C for 30 min. The sections were blocked for 1 h at room temperature in the incubation solution before applying the primary antibodies overnight at room temperature. Primary antibodies included: HuNu (1:200, EMD Millipore, MAB1281), TH (1:1000, EMD Millipore, AB152), EBF3 (1:500, Abnova, H00253738-M05), ALDH1A1 (1:200, Abcam, Ab24343) and PITX3 (1:500, in-house made). The following day, the sections were washed and blocked for an additional 45 min in the incubation solution before the secondary antibodies were applied (all secondary antibodies were purchased from Jackson ImmunoResearch Laboratories and used at 1:200). After incubation with secondary antibodies for 1 h, the sections were washed, mounted and cover slipped using PVA-DABCO containing DAPI (1:1000).

### Fluorescent mRNA in situ hybridization

The DIG (Roche) or DNP (Perkin-Elmer) -labeled cRNA probes were transcribed from linearized plasmids using manufacturers’ instructions. The protocol for mRNA in situ hybridization (ISH) for paraffin sections was modified from^32^. For double ISH, both probes were hybridized simultaneously, but visualized sequentially using anti-DIG-POD (1:800, Roche) and anti-DNP-POD (1:1000, Perkin-Elmer) and TSA Plus Cy3 and FITC kits (Perkin-Elmer). After developing the first signal, the first peroxidase was quenched in 0.3% H_2_O_2_ for 30 min, the samples washed twice in TBST, and incubated in the second peroxidase conjugate, followed by visualization with the second color.

For the combined immunohistochemistry and ISH, the samples were washed in PBST after the visualization of the ISH signals, and then blocked with PBT, followed by primary and secondary antibodies at RT as described above. The list of cRNA probes used is available as Supplementary Table 2.

### Retrograde labeling of neurons

Red fluorescent beads (Lumafluor Inc.) were injected into the brains of deeply anesthetized *Pitx3*^*eGFP/wt*^ mice using following stereotactic coordinates: dorsolateral striatum AP +1.0, ML −2.7, DV −2.4; nucleus accumbens AP +1.2, ML −1.1, DV −4.9; prefrontal cortex AP +1.7, ML −0.2, DV −2.5; anterior hippocampus AP −1.8; ML −0.75, DV −1.65; posterior hippocampus AP −3.4, ML −2.3, DV −2.15. The volume of the beads, diluted 1:2, was 0.5 μl. The mice were intracardially perfused with 4% PFA one week after the stereotactic surgery, the brains balanced in 20% and 30% sucrose in PBS, frozen, and free-floating sections were cut at 35–40 μm. The sections were washed with PBS +0.1% Triton-X 100, blocked with 10% heat-treated fetal calf serum, then stained with primary antibodies in RT overnight. After washing with PBS, the secondary antibodies were applied in 1% BSA in PBS and incubated in RT for 2 h. The list of antibodies is available in Supplementary Table 1.

### Image capture and processing

mRNA ISH and IHC samples were imaged using either Zeiss confocal microscopes LSM5 Exciter or LSM700, and composite images compiled, and the brightness and contrast adjusted, using Adobe Photoshop CC 2017.

### In situ RNA sequencing using padlock probes

The in situ RNA sequencing experiments were performed as described^20^. In brief, fresh-frozen 10 μm thick, coronal mouse brain sections (Bregma: −2.92 mm, −3.08 mm, −3.28 mm, −3.88 mm) were obtained on a cyrostat and stored at −80 °C until fixation. After prefixation 3% (w/v) paraformaldehyde (Sigma) in DEPC-treated PBS (DEPC-PBS) for 5 min at RT, tissues were washed in DEPC-PBS and reverse transcription was performed at 37 °C for 14 hrs. Tissues were then treated with RNaseH at 37 °C for 30 min to make single-stranded cDNAs, followed by padlock probe (IDT Corelville, Iowa; 4nmole, standard desalting, 5 prime phosphorylated; Supplementary Data 3) hybridization and ligation. Rolling circle amplification was performed at 30 °C for 14 hrs. Rolling circle products were detected by using AF750-labeled detection oligo (/5AF750/UGCGUCUAUUUAGUGGAGCC, IDT Corelville, Iowa).

Images were acquired using a Zeiss Axio Imager Z2 epifluorescence microscope (Zeiss Oberkochen, Germany), equipped with a 20x objective. A series of images (10% overlap between two neighboring images) at different focal depths (0.49 μm X 9 Z-stacks) was obtained and the stacks of images were merged to a single image thereafter using the maximum-intensity projection (MIP) in the Zeiss ZEN software. The resulting images were then automatically stitched together into a single image containing the entire scanned area. Finally, the stitched image was used for further image analysis and aligned with the stitched images of each sequencing round.

We used barcoded probes in the in situ RNA sequencing experiments and each gene was given a unique label (Supplementary Data 3). The unique label represents a four-base barcode (hamming distance of at least two between barcodes) consisting of bases A, C, G or T. We executed four rounds of sequencing to decode 49 genes by hybridizing fluorescently labeled probes (A=Cy5, C=Texas Red, G=Cy3, T=AF488). The fluorescence intensity from each of the signals was extracted and all intensity information and coordinates were saved to a.csv file using a custom-made Cellprofiler 2.2.1 Pipeline. Signal decoding (correlating the fluorescent intensity to a gene) was done using Matlab 2018a. Thereby, for each signal and hybridization step the base with the highest fluorescence intensity was extracted and a quality score was calculated (defined as the maximum signal, divided by the sum of all signals). After thresholding, the frequency of each sequence was extracted and based on the 2D coordinates a map of genes was built as well as the signals were assigned to cells. Thereby, cell nuclei were segmented using watershed segmentation on the DAPI channel and expanded.

Regions of interest were drawn onto the tissue section and cells within that region were extracted using the sp R package (https://cran.r-project.org/doc/Rnews/). The cells/genes were further filtered using these criteria: (1) keep only cells expressing *Th, Pitx3* or *eGFP*, (2) remove any gene expressed in less than 10 cells, (3) remove genes *Pitx3, eGFP* and *Nxph4* (*Pitx3* and *eGFP* since they should not contribute to the clustering, *Nxph4* since we saw clear overrepresentation of that gene in a majority of the cells, (4) remove any cell that does not express 3 or more genes (Supplementary Data 4). For classification of the in situ data, we used expression of the same set of genes in the RNA-seq data from adult and the *VT-Dat*^*high*^ cluster. Both RNA seq data and in situ data were converted to rank-based matrices.

A random forest was trained using the RNAseq gene ranks and the cluster classification as the response vector using the randomForest R package. and parameters mtry = 15 and ntree = 1000. The cluster prediction for each in situ cell was filtered to only keep predictions with >45% of the votes. All others were set to “none”. As results varied for each training of the random forest, 10 different random forests were trained and the consensus predictions of the 10 were used only when more than half of the forests agreed on their prediction.

### Code availability

Custom-code for extracting fluorescence intensity from Padlock probes is available at https://github.com/Moldia/in_situ_seq.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

Data supporting the findings in this study are within this manuscript, on the website http://perlmannlab.org, or available from the corresponding authors upon request. The RNA-seq data have been submitted to the GEO database under the accession code GSE116138.

# Supplementary material for: Single-cell RNA sequencing reveals midbrain dopamine neuron diversity emerging during mouse brain development
**Source:** Nat Commun. 2019 Feb 4;10:581. doi: 10.1038/s41467-019-08453-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Maturation gene list

File Name: Supplementary Data 2

Description: Subgroups gene list

File Name: Supplementary Data 3

Description: Padlock probe list

File Name: Supplementary Data 4

Description: Expression signal of padlock probes list

How the deposited data were processed for this re-analysis (not part of the article)

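Ventral midbrain cells sorted for GFP from Pitx3eGFP/wt mice at E13.5, E15.5, E18.5, P1, P7 and P90, and from Pitx3eGFP/eGFP mice at E13.5 and P1, were sequenced as single cells with Smart-seq2. The data hold 1699 cells, each with 39468 gene entries. The authors deposited for each entry a read count and an RPKM. They aligned reads to mm10 with the eGFP and spike-in sequences, kept uniquely mapping reads and made the RPKM values relative to gene length and to the reads of the cell with rpkmforgenes. The authors' count values were not normalized. The values were checked: counts were whole numbers, and 45 values had reads but an RPKM of 0. No ERCC entry is present, so the spike-in RNA was already left out. Of the entries, 38129 were matched to a symbol, and 0.211% of reads lay on the rest. A total of 864 entries belong to 319 identifiers that occur more than once. Coordinates are from the GENCODE vM21 annotation of GRCm38, the build that mm10 names.

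Cells were kept with more than 100000 reads and at least 15% of genes detected (3.4% at P90), limits that the methods give. The methods take the share over all genes without giving their number. The following ways were compared after the data had been seen, over all entries (1498 cells), over all entries with an RPKM of at least 1 (1097 cells), by reads alone (1674 cells) and over the 31526 entries with a read in any cell (1649 cells), and the last is used, although the first lies nearer to the paper's number of cells used. Limits on alignment quality need values that were not used here. Embryonic and perinatal cells, and P90 cells separately, were then clustered, and 160 cells in clusters with at least 3 oligodendrocyte markers were left out, which kept 1489 cells, 1151 Pitx3eGFP/wt and 338 Pitx3eGFP/eGFP. The paper's numbers are 1562 cells passing, 167 left out and 1395 used, of which 1106 and 289. No doublet caller was run. Of the cells kept, 39 had at least 3 oligodendrocyte markers over an RPKM of 10, and doublets were not removed beyond the clusters left out.

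The methods take variable genes against spike-in RNA. That was not possible without spike-in values, so the number of variable genes in the methods (328, 327, 825 and 453) was kept, and genes with a mean RPKM of at least 1 were ranked by the squared coefficient of variation above a quadratic trend, on the log scale. Log2 RPKM with a pseudocount of 1 was reduced to 50 principal components per map, and 4 t-SNE maps (perplexity 30) were joined into a network of 5 nearest neighbours, which was divided with infomap (10 trials, seed 1). A cluster was first given the class of a naming gene with an RPKM over 150 in most of its cells, then kept that name only with at least 3 of the markers of its class, fixed before the data were examined, over an RPKM of 10 in most cells, and only where its 10 leading genes did not hold more markers of another class. Clusters whose Aldh1a1 or Vip markers fell short stayed Dat-high-like without a subtype. The rules for ties and for this last group, and the way a marker counts as detected, were set after clusters had been seen. Leading genes were ranked by fold of mean counts scaled to the reads of each cell. That ranking was used first, was replaced by the mean log2 difference after glial genes had been seen to lead 2 clusters, and was then restored, and the other ranking is an added alternative. Of 52 clusters, 29 were named, 15 had no naming gene, 6 had under 3 markers and 2 were led by oligodendrocyte-lineage genes (Sox10, Pdgfra, Gpr17). These 2 held 55 and 16 cells. Stress or immune genes were among the leading genes of named clusters: Atf3 in an AT-like cluster, Egr4 and Hspb1 in an N-like one, Mx1, Ifi35 and H2-Q10 in a T-like one, Ifi27 in another N-like one and Csf2rb2 in a further N-like one. Among unnamed clusters, 1 was led by Cx3cr1, Cldn5 and Vtn.

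No animal is named, so each stage and genotype was taken as 1 sample. Shares of cells over an RPKM of 10 or 150 were given with exact Clopper-Pearson intervals at 95%, differences in percentage points with Newcombe intervals, and a share of 0 with the limit that 3 counts of the total allow. The intervals cover counting error only. To compare depths, each cell was thinned to 100000 reads, and no kept cell was below that number. The clusters were kept and named again from the thinned values. Genes were named by a rule fixed before the data were examined: those the paper names for each claim, sex, activity, stress, transmitter and regional genes, and the 5 genes in each direction with the largest smallest absolute log2 ratio between genotypes in 3 comparisons. That ratio used genes with a mean of at least 10 in either genotype at both stages and the same sign at E13.5, at P1 and at P1 among cells with spike-in. The rule ranked 7351 entries, of which 2574 had the same sign in all 3. The comparison of Th with Pitx3 and the division of N-like and G-like clusters by Th were added after the values had been seen.

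The alternatives were RPKM thresholds of 1, 50 and 300, no filter on cells, thinning, RPKM rescaled to a common sum per cell, Leiden clusters (15 neighbours, 20 principal components, resolution 2 set after the data had been seen), naming each cell by its own genes, variable genes from P90 alone, a pseudocount of 0.1, no filter on mean RPKM, P1 cells with spike-in alone and all variable genes. Added after the data had been seen were the share of genes detected over all entries, a marker detected by any read, leading genes by log2 difference and, for the comparison of Th with Pitx3, a Pitx3 RPKM over 150. The ratio of Elovl3 was compared with that of genes near it over bootstrap samples of the cells. The steps were tested on simulated data. From the P1 Pitx3eGFP/wt cells 150 cells per group were simulated, and 200 of 8047 genes were changed 4-fold in 1 of the groups. All changed genes had the right direction (100%), with a median absolute error of 0.13 on the log2 scale, and 0.548% of unchanged genes passed a log2 ratio of 1. Clustering of the 268 real cells split at random gave 17 clusters, of which 0 were over 90% of one set, and with the 200 genes changed and added to the clustering genes it gave 21, of which 14 were.

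The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2, python-igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with igraph 2.1.4 and Rtsne 0.17. The human cells, the in situ sequencing and the tissue stainings were not analysed here.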

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

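A set of 3 genes outside the paper's text were higher in Pitx3eGFP/eGFP than in Pitx3eGFP/wt cells. They came from the fixed rule on ratios between genotypes. The tests of spike-in batch, of other library batches and of plates were chosen only after the result was seen, and the tests of depth and of histone genes before.

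At E13.5, Hist1h2al (ENSMUSG00000091383, annotated as a processed pseudogene on chromosome 13, 51202727 to 51203065) had an RPKM over 10 in 44.1% of Pitx3eGFP/eGFP cells and 0% of Pitx3eGFP/wt cells. AA465934 (ENSMUSG00000093483, a processed transcript on chromosome 11, 83291699 to 83294632) was over 10 in 63.7% against 22.3%. ENSMUSG00000083840, which has no record in the annotation used, was over 10 in 77.1% against 12.2%. At P1 the shares were 11.3% against 1.12%, 77.4% against 26.5% and 85.5% against 42.9%. The paper's text does not discuss these genes. Its Supplementary Data 1 lists AA465934 and Hist1h2al among genes that change with age, and its Supplementary Data 2 lists AA465934 for the N-Dat-low groups.

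Depth was tested by thinning. With thinned cells, the smallest of the 3 differences at E13.5 was 15.6 percentage points, so depth alone does not account for them. This is well below the unthinned difference of any of the 3 genes. Thinning also removes reads of genes that have few, so this fall does not show that depth accounts for a part. The 2 were not told apart. Before thinning, the Pitx3eGFP/wt cells, which had the lower shares, were the deeper ones, with a median of 2354720 reads against 753256. A library batch marked by spike-in RNA is argued against at P1, where the Pitx3eGFP/wt cells with spike-in held the genes at no more than 15.2% of the mean in Pitx3eGFP/eGFP cells. At E13.5 that batch follows genotype and stays open. For ENSMUSG00000083840 the P1 Pitx3eGFP/wt cells without spike-in had a mean RPKM of 85.7, 8.00 times the 10.7 of those with it, while the ratio between genotypes was 2.34. Another difference between library batches could therefore account for this gene at P1. Any other difference between the plates of the genotypes cannot be told apart from genotype, because 0 plates hold both. For Hist1h2al, a rise of histone transcripts in general was looked for in the 5 other H2A genes with a mean RPKM of at least 1. Of these, 0% were over 2 times higher at both stages. The ratio adds 1 to both means, so a gene with a mean near 1 can hardly pass it. A general rise therefore stays open, as do reads shared with near-identical copies. At P1 the 2 plates of Pitx3eGFP/eGFP cells had mean Hist1h2al RPKM of 2.10 and 19.0, so for this gene the P1 value rests mostly on 1 plate. The absence of Pitx3 is among the open explanations and was not tested apart from these.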

How the results depend on the processing

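The alternatives were fixed before the data were examined, except those named as added, the Leiden resolution and 2 of the values from thinned cells. Of the values under alternatives for 53 results, 80.7% stayed within the interval of the reported value or within 1.5 times a count, 62 lay outside it and 9 had the other sign. For each value given below the cause was not tested, except where a threshold on RPKM by its construction counts more or fewer cells. No paired analysis was possible because no animal or replicate is named and no result comes from a test.

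Values of the other sign were as follows. For Aldh1a1 at E13.5 (Pitx3eGFP/wt minus Pitx3eGFP/eGFP, in percentage points) they were 4.64 at an RPKM over 50, 0.719 over 300, 0.322 with RPKM rescaled and 0.322 thinned. The first of these has an interval from 0.625 to 9.89. For Nxph4 they were 2.27 over 300 at E13.5, and at P1 0.631 over 50, 0.737 over 300 and 0.204 thinned. For Pitx3 at P1 the value was -1.07 at an RPKM over 1, where reads that remain in Pitx3eGFP/eGFP cells count as expression.

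At an RPKM over 1, the Pitx3 loss at E13.5 was 13.9 points, the falls with age were 34.05 for Pitx3, 23.2 for eGFP and 23.1 for Nrep, and the rise of Sncb was 79.1. Dat-high-like and Dat-low-like shares were 83.2% and 89.1% for Foxa2, 71.5% and 88.4% for Lmx1a, 67.8% and 36.5% for Lmx1b and 99.5% and 99.4% for Nr4a2, and the differences were 35.0 for Slc17a6 and 88.7 for Slc32a1. At an RPKM over 50, the Pitx3 loss was 80.3 points at E13.5 and 54.5 at P1, the changes with age were 73.7 for Pitx3, 82.3 for eGFP, 86.5 for Cd24a, 60.3 for Nrep, 92.5 for Sncb and 13.3 for Mkrn3, and Th differed by 53.4 between the branches, with 46.2% of N-like P90 cells. The transcription factor shares were 45.5% and 44.4% for Foxa2, 36.6% and 35.0% for Lmx1a, 9.42% and 2.43% for Lmx1b and 90.8% and 90.6% for Nr4a2, and the differences were 62.2 for Slc17a6 and 9.20 for Slc32a1. Over 300, Th differed by 76.2 and the N-like share was 21.1%.

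Leiden clusters gave 33.9 for Slc17a6 and 42.5 for Slc32a1. Cells named by their own genes gave a Dat-high share at P90 of 34.5%, Dat-low shares of 81.7% for Lmx1a and 28.2% for Lmx1b, and 42.1 for Slc32a1. Markers detected by any read, added later, gave 50.1 for Slc32a1. With the share of genes detected over all entries, also added, 27.5% of G-like P90 cells had high Th. With no filter on cells, the shares below 0 on the first component were 86.9% at E18.5 and 81.8% at P7, and clusters over 90% Pitx3eGFP/eGFP were 2 of 15. With variable genes from P90 alone these shares were 87.7% at E18.5 and 82.5% at P1, and with a pseudocount of 0.1 84.7% at P1. With all variable genes, 0 of 28 clusters were over 90%. With a Pitx3 RPKM over 150, added later, the P1 difference between cells with high Th and other cells was 18.6. With spike-in cells alone the Slc6a3 difference at P1 was 46.3. Thinned cells gave falls of 52.9 for Pitx3 and 52.1 for eGFP and a G-like share with high Th of 31.7%. Leading genes by log2 difference (18 values, added later) and no filter on mean RPKM (6 values) left every value within its interval or count, but the first also named 2 more clusters as AT-like, which is not among these values.

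The number of cells limits the low shares: no cell at E13.5 still allows a share of up to 2.16% by the limit of 3 counts. The smallest group of 1 stage and genotype, P7, has 92 cells. Shares within clusters rest on fewer, such as the 28 and 31 P90 cells of the G-like clusters with and without high Th. Spike-ins could not be left out in the rescaling, since none are in the values, and Aldh1a1 by stage was not run at an RPKM over 1, as its threshold is 150.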

Differences from the paper's values

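All 6 cell and cluster numbers compared were within 1.5 times the paper's. The paper's 1562 cells passing, 167 left out, 1395 used, 1106 and 289 by genotype and 48 clusters stand beside 1649, 160, 1489, 1151, 338 and 52 here. With the share of genes detected over all entries, chosen after seeing the values, the numbers of cells passing, used and by genotype are 1498, 1380, 1099 and 281, with 50 clusters, which is nearer for the cells used. The oligodendrocyte-like cells left out under it were 70.7% of the paper's number, against 95.8% here, which is further. Without a filter on cells, set before the data were examined, 31 clusters were found.

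Some values stand apart from statements of the paper. The paper states that the N-Dat-low and G-Dat-low groups lacked Th and other components of the dopamine-producing machinery, without naming these components there. In the G-like P90 cluster without high Th here, Ddc was over an RPKM of 10 in 100% and Slc18a2 in 83.9% of 31 cells. In the N-like P90 clusters without high Th, each was over 10 in 31.7% of cells. For Ddc, 15 of these 32 cells make up 1 whole cluster with Th over 150 in 40% of its cells, and the other 3 clusters had 18.9%, 16.7% and 42.9%, which leaves the N-like cells nearer to the paper's statement than the G-like ones. The clusters are rebuilt and may not hold the paper's cells, and the G-like share with high Th was itself 27.5% when genes detected were taken over all entries. Splitting the clusters by Th was chosen after the values had been seen.

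The paper places Id4 higher in Dat-high cells. Over all stages it was, but among P90 cells its share was 8.43% in Dat-high-like and 9.13% in Dat-low-like cells, within counting error. The paper states that Mkrn3 peaked at E18.5 in stained sections and takes it as a gene of intermediate stages. Here the highest share was at P7, 58.7% against 50.3% at E18.5, with overlapping intervals (47.9 to 68.9 and 42.9 to 57.6), and P90 was the lowest.

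The paper states that subgroups other than the Aldh1a1 and Dat subtypes were unaffected by the absence of Pitx3. Here Nxph4 differed by less than counting error at both stages. The Gad2 share over an RPKM of 150 at E13.5 was 5.28 points lower in Pitx3eGFP/eGFP cells, with an interval that hardly clears 0 (0.0528 to 11.4), and library batch follows genotype there. Over 10 the shares were almost equal (12.23% and 11.73%), with thinned cells the interval held 0 (-0.632 to 10.9), and over 300 it did not (2.25 to 10.9). At P1 the Gad2 share was higher in Pitx3eGFP/eGFP cells, within counting error over 150 and beyond it over 50 (difference -11.6, -20.2 to -3.39). The Vip share at P1 was 4.55 points lower over 150, within counting error (-0.701 to 9.16), and 6.44 points lower over 300 (1.70 to 10.7). Mean Vip RPKM was 66.1 against 315.8, but the 2 plates of Pitx3eGFP/eGFP cells had 117.1 and 18.3. In the joint clustering all P1 cells with Vip over 150 lay in 1 cluster of 65 P1 cells, and were 47.7% of it. Pitx3eGFP/eGFP cells were 44.6% of this cluster against 37.2% of all P1 cells, so its membership goes with the paper's statement. Its Vip level does not, since Vip over 150 was rarer among its 29 Pitx3eGFP/eGFP than its 36 Pitx3eGFP/wt cells. The counts were 4 and 3 on the 2 Pitx3eGFP/eGFP plates, against 8 and 16 in Pitx3eGFP/wt cells with and without spike-in.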

Other observations

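The tests of eGFP copies, of spike-in batch for eGFP, of sex, of Slc6a3-expressing cells, of plates for Fos, of the lowest ratio in the region around Pitx3 and of clusters at E13.5 were chosen after the result was seen. The tests of depth for Xist, of the median in the region around Pitx3 and of overlapping reads were written before.

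The mean RPKM of eGFP was higher in Pitx3eGFP/eGFP cells. Among P1 cells with spike-in RNA it was 2.03 times that of Pitx3eGFP/wt cells, 1.75 times over all P1 cells and 2.23 times at E13.5, which is in line with 2 copies of the reporter. On the 3 plates of E13.5 Pitx3eGFP/eGFP cells it was 2.21, 1.43 and 2.503 times. A library batch marked by spike-in RNA is argued against at P1, since P1 Pitx3eGFP/wt cells with spike-in had 0.802 times the mean of those without. At E13.5 that batch follows genotype and stays open. Plates of the genotypes are separate and stay open.

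The share of P1 cells with Xist over an RPKM of 10 was 42.8% in Pitx3eGFP/eGFP cells and 8.05% and 27.7% in Pitx3eGFP/wt cells without and with spike-in. After thinning the difference between genotypes was 27.0 points, so depth does not account for it. The share with any of 4 Y-linked genes over 10 went the other way, with a difference of -13.6 points, which is consistent with a difference in the sex of the pooled animals. Between the P1 Pitx3eGFP/wt cells with and without spike-in, the Y-linked share differed by 1.30 points (-11.1 to 13.5), so there sex as read from these genes leaves the Xist difference open. The animals are not named, so the numbers of either sex are unknown.

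Elovl3 (ENSMUSG00000038754, chromosome 19, 46131897 to 46135694), which overlaps the end of Pitx3, was lower in Pitx3eGFP/eGFP cells. Its RPKM was over 10 in 2.79% against 71.9% of cells at E13.5, and in 13.8% against 41.04% at P1. A lack of Slc6a3-expressing cells is argued against at E13.5, where 75.9% of the 54 Pitx3eGFP/wt cells without an Slc6a3 read had Elovl3 over 10. For a change of the whole region, the median log2 ratio of the 13 other genes within 200 kb was -0.32 at E13.5 and -0.11 at P1, and these genes went both ways, so on the median a smaller change of the region cannot be told apart. A change of the whole region by as much as at Elovl3 is argued against. Of the 9 genes among them with a mean RPKM of at least 10, the lowest log2 ratio was -0.87 at E13.5 and -0.46 at P1, against -3.68 and -1.58 for Elovl3. Over resampled cells the lowest lower limit of the gap was 1.55 and 0.21. A change confined to Elovl3 stays open. Reads from the end of Pitx3 counted on Elovl3 may contribute. Of 43 P1 cells without a Pitx3 read, 1 had Elovl3 over 10, or 2.33%, against 34.1% of the 384 with one. A dependence of Elovl3 on Pitx3 would give the same values and was not tested separately.

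Fos had 2.61 times the mean RPKM in P1 Pitx3eGFP/eGFP cells of that in P1 Pitx3eGFP/wt cells, 7.91 times against those with spike-in and 1.91 times against those without. The 2 plates of P1 Pitx3eGFP/eGFP cells differed by 7.32 times, and the lower mean, 17.7, lies between the 9.55 and 39.5 of the Pitx3eGFP/wt cells with and without spike-in, so at P1 a difference between plates could account for it. At E13.5 the mean was 2.78 times that of Pitx3eGFP/wt cells and the 3 plates of Pitx3eGFP/eGFP cells differed by 1.23 times, but the Pitx3eGFP/wt cells are on other plates, so there plates cannot be told apart from genotype. A biological difference stays open.

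Clusters of E13.5 cells divided by genotype more than those of P1 cells in the clustering used, and less clearly so in others. Of the clusters with at least 5 cells of the stage, 66.7% at E13.5 and 10% at P1 had under 10% or over 90% Pitx3eGFP/eGFP cells. With all variable genes these were 33.3% and 20%, and with Leiden clusters 20% (1 of 5 clusters) and 12.5% (1 of 8). At E13.5 both depth and spike-in batch follow genotype, so these cannot be told apart from the absence of Pitx3.

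The other genes named by the rule on ratios were Duxbl1, with a mean RPKM of 17.0 against 7.18 at E13.5 and 15.3 against 3.20 at P1, Ctnna1, with 15.9 against 48.7 and 9.36 against 29.8, and Chrna6, with 14.2 against 134.1 and 144.6 against 408.6, each Pitx3eGFP/eGFP against Pitx3eGFP/wt. Duxbl1 was over an RPKM of 10 in 5.59% of E13.5 Pitx3eGFP/eGFP and 6.47% of Pitx3eGFP/wt cells, so its share did not follow its mean, and its mean was 0 on 1 of the 3 plates of E13.5 Pitx3eGFP/eGFP cells. No explanation was tested for these.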
